# Effective combinatorial immunotherapy for penile squamous cell carcinoma

**DOI:** 10.1038/s41467-020-15980-9

**Published:** 2020-05-01

**Authors:** Tianhe Huang, Xi Cheng, Jad Chahoud, Ahmed Sarhan, Pheroze Tamboli, Priya Rao, Ming Guo, Ganiraju Manyam, Li Zhang, Yu Xiang, Leng Han, Xiaoying Shang, Pingna Deng, Yanting Luo, Xuemin Lu, Shan Feng, Magaly Martinez Ferrer, Y. Alan Wang, Ronald A. DePinho, Curtis A. Pettaway, Xin Lu

**Keywords:** Cancer microenvironment, Cancer models, Tumour immunology, Tumour-suppressor proteins, Penile cancer

## Abstract

Penile squamous cell carcinoma (PSCC) accounts for over 95% of penile malignancies and causes significant mortality and morbidity in developing countries. Molecular mechanisms and therapies of PSCC are understudied, owing to scarcity of laboratory models. Herein, we describe a genetically engineered mouse model of PSCC, by co-deletion of *Smad4* and *Apc* in the androgen-responsive epithelium of the penis. Mouse PSCC fosters an immunosuppressive microenvironment with myeloid-derived suppressor cells (MDSCs) as a dominant population. Preclinical trials in the model demonstrate synergistic efficacy of immune checkpoint blockade with the MDSC-diminishing drugs cabozantinib or celecoxib. A critical clinical problem of PSCC is chemoresistance to cisplatin, which is induced by *Pten* deficiency on the backdrop of *Smad4/Ap*c co-deletion. Drug screen studies informed by targeted proteomics identify a few potential therapeutic strategies for PSCC. Our studies have established what we believe to be essential resources for studying PSCC biology and developing therapeutic strategies.

## Abstract (web summary)

Penile squamous cell carcinoma (PSCC) is a cancer that is associated with significant mortality. Here, the authors develop a mouse model of PSCC by co-deletion of Smad4 and Apc in the androgen-responsive penile epithelium, and show synergistic efficacy of checkpoint therapy with cabozantinib or celecoxib in their model.

## Introduction

Penile cancer can constitute up to 10% of male malignancies in some African, Asian and South American areas^1^. While it represents ~0.5% of all cancers among men in the United States and other developed countries, penile cancer often results in devastating disfigurement and only half of the patients survive beyond 5 years^1^. PSCC accounts for over 95% of penile malignancies^1^. Risk factors associated with PSCC incidence include the absence of neonatal circumcision, phimosis, chronic inflammation, poor hygiene, tobacco use, and infection with human papillomavirus (HPV)^2^. A recent large meta-analysis reports a pooled HPV prevalence of 50.8% in penile cancer^3^. HPV infection is more common in carcinomas in situ than in invasive forms^4^, and the presence of high‐risk HPV confers a survival advantage in patients with PSCC^5^. It is possible that HPV-positive and HPV-negative PSCC develop through certain convergent mechanisms, which may be leveraged for therapies. Expression alterations for some genes have been documented in PSCC, such as RAS, MYC, EGFR, E-cadherin, COX2, IGF1R, and MMP2/9^6^. However, the precise molecular mechanisms governing PSCC initiation and progression remains elusive, mainly due to the shortage of experimental tools. Recently, a number of PSCC cell lines have been developed^7–9^. However, the generation of genetically engineered mouse (GEM) models of PSCC has not been reported.

Standard treatment regimens for penile cancer are limited to surgery, radiation, and chemotherapy^1,10,11^. The mainstay of systemic therapy for advanced PSCC is cisplatin-based chemotherapy, with average response rates between 15 to 55% and median overall survival (OS) ranging between 5 and 12 months^1,10–12^. Patients whose PSCC progresses or recurs after front-line cisplatin-based chemotherapy experience poor responses to salvage treatments (OS < 6 months)^13^. Therefore, there is an urgent need to identify molecular mechanisms for chemoresistance of PSCC and seek other approaches for metastatic PSCC. Immunotherapy using immune checkpoint blockade (ICB), such as anti-CTLA4 and anti-PD1 antibodies, has revolutionized cancer treatment and has generated durable therapeutic responses in a significant subset of patients across a variety of cancer types. Currently clinical trials are recruiting patients to assess the role of ICB agents in penile cancer specifically or a rare tumor cohort that includes penile cancer. Examples include pembrolizumab for advanced PSCC (NCT02837042) and ipilimumab plus nivolumab for advanced rare tumors including penile cancer (NCT03333616, NCT02834013). Developing resources for PSCC such as GEM models will be critical to evaluate the efficacy of ICB in a meaningful preclinical setting and, perhaps more importantly, to predict potential resistance mechanisms for ICB and design corresponding combination therapy strategies.

Here, we report the generation and characterization of two GEM models of PSCC through the manipulation of signaling pathways relevant to HPV carcinogenesis mechanisms and clinical evidence of PSCC. The murine PSCC displays strong immune gene signatures and infiltration, consistent with clinical evidence gathered by bioinformatics analysis and immunohistochemistry validation. Intratumoral immunosuppressive myeloid cell infiltration suggests the benefit of combining targeted therapy and immunotherapy to achieve maximal clinical efficacy. This illuminates a testable clinical trial hypothesis for combination therapy in the treatment of lethal PSCC.

## Results

### Establishment of genetically engineered mouse model of PSCC

Androgen receptor (AR) is expressed in the epithelium of the developing human fetal penis^14^. We stained human primary penile tumor samples (*n* = 8, Supplementary Table 1) and observed pronounced nuclear AR expression in adjacent normal epithelium (5/5 cases) but not in the malignant area (8/8 cases, Fig. 1a). There is also persistent AR expression in the rodent penis^15^, which we further confirmed in the penis of wild type adult male mice (Fig. 1b). This result prompted us to hypothesize that a GEM model employing an AR-responsive Cre driver in conjunction with LoxP alleles of tumor suppressor genes with relevance to human penile cancer could form penile cancer in mice. The Cre-expressing line PB-Cre4 carries the Cre gene under the control of a strong AR-responsive promoter and is frequently used to manipulate gene expression in the mouse prostate^16^. To determine if PB-Cre4 drives recombination of mouse penile epithelium, we crossed PB-Cre4 to the fluorescence reporter allele mTmG^17^ and the penis clearly showed GFP expression in the epithelium (Fig. 1c and Supplementary Fig. 1a). AR^+^ nuclei overlapped with GFP^+^ epithelial cells (Supplementary Fig. 1b). To examine genetic changes that may cause penile tumorigenesis, we analyzed several previously developed prostate tumor models that used PB-Cre4, including *Pten*^18^, *Pten Smad4*^19^, and *Pten p53 Smad4*^20^. Normal histology of the penile epithelium was observed for these mice even at the age when they succumbed to the prostate tumor burden (Supplementary Fig. 1c), indicating loss of function for *Pten*, *p53* or *Smad4* (individually or in combination) is insufficient to drive penile tumorigenesis.

**Fig. 1:**
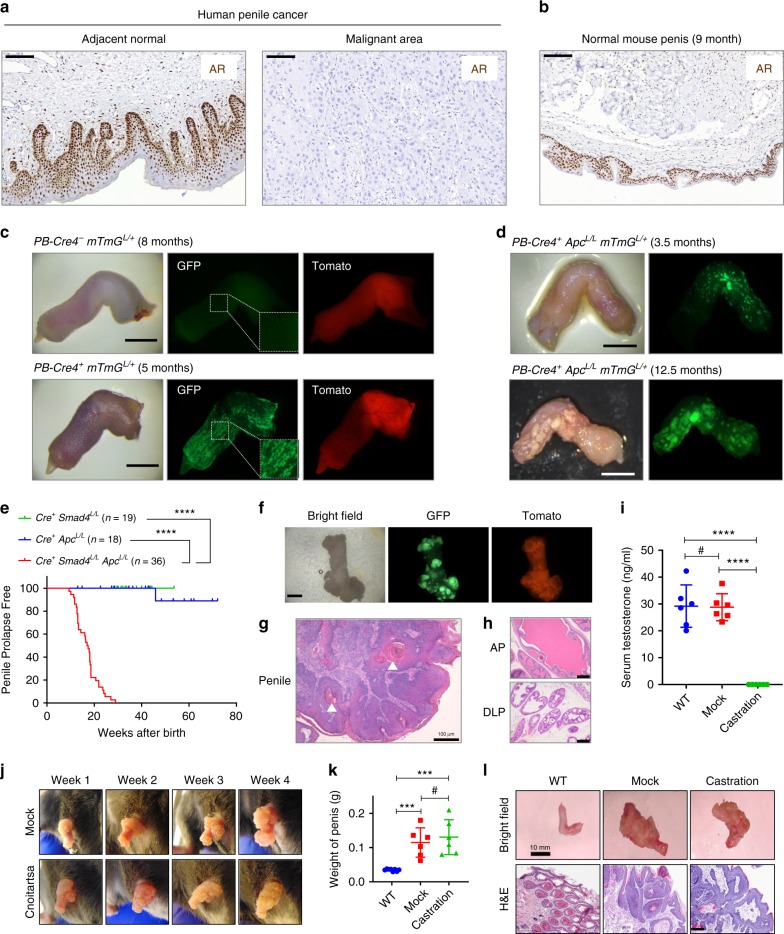
Smad4 and Apc co-deletion leads to penile squamous cell carcinoma in mice. **a**, **b** IHC stain for AR in human penile tumors (*n* = 8) and normal mouse penis (*n* = 5). Scale bar 100 μm. **c**, **d** Morphology and fluorescence for resected mouse penises of indicated genotype and age. Scale bar 2 mm. **e** Penile prolapse free survival curves for mice of three genotypes with *n* indicated. ****P < 0.0001, log-rank test. **f** Morphology and fluorescence for resected mouse penis of SAm genotype at 6.4 months of age, with GFP^+^ tumor nodules clearly visible. Scale bar 2 mm. **g**, **h** H&E stain of penis and prostate lobes (anterior AP, dorsolateral DLP) of SA mouse at 6.8 month of age. White arrows denote keratin pearls. Scale bar 100 μm. **i** SA males at 8–12 weeks underwent castration or mock surgical procedure. After 4 weeks, the mice were euthanized. The serum testosterone was measured with ELISA for the mice and age-matched wild type (WT) males were used as control (*n* = 6 for each group). **j** Representative images of the mouse penis at each week post-surgery. **k**, **l** Weight, representative image and H&E staining of resected penises from WT control or SA mice 4 weeks post-surgery. Scale bar 10 mm and 200 μm (*n* = 8 for WT, *n* = 6 for mock and castration). In **i**, k, data represent mean ± SD. ^#^*P* > 0.05, ***P < 0.001, ****P < 0.0001, two-sided Student’s *t* test.

Next, we focused on two pathways, Wnt/Apc/β-catenin and TGFβ/Smad pathways, based on their relevance to oncogenic HPV. Oncogenic HPV encodes two oncoproteins E6 and E7, which bind and facilitate degradation of p53 and Rb, respectively^21^. While E6 and E7 can immortalize cells in vitro, they are not sufficient for tumor development in vivo^21^, suggesting that additional mechanisms are necessary for tumor initiation. E6 binds to cellular partner E6AP to stabilize β-catenin and stimulate Wnt signaling^22^, and knockdown of E6 and E7 expression induces a substantial reduction of nuclear β-catenin and TCF transcriptional activity^23^. E7 blocks TGF-β induced transcription and growth inhibition by directly binding to Smad3 and Smad4 thus interfering with their interaction^24^. E6 has a similar activity^25^. To recapitulate these signaling effects from E6/E7, we reasoned that Wnt/β-catenin activation and TGFβ/Smad pathway inactivation in the mouse penile epithelium might lead to penile tumorigenesis. We used conditional null alleles of *Apc* and *Smad4* to test our hypothesis. *PB-Cre4*^*+*^ *Smad4*^*L/L*^ mice had no prostate lesion^20^, nor did we observe them to show any abnormality of the penis (Supplementary Fig. 1d). *PB-Cre4*^*+*^ *Apc*^*L/L*^ mice developed prostate hyperplasia with squamous metaplasia as early as 7 months of age^26^, and the penis of these mice was normal at 3.5 months of age but displayed mild dysplasia with hyperkeratosis at 12.5 months of age (Fig. 1d and Supplementary Fig. 1d). The epidermal layer was moderately multiplied, yet no SCC pathology was found (Supplementary Fig. 1d). Penile prolapse (paraphimosis) is a condition in which the penis no longer retracts back into the prepuce, and can be used as a sign to indicate penile tumor formation in mice. In total, 0/19 *PB-Cre4*^*+*^ *Smad4*^*L/L*^ mice and 1/18 *PB-Cre4*^*+*^ *Apc*^*L/L*^ mice exhibited penile prolapse (Fig. 1e). The only prolapsed penis of a *PB-Cre4*^*+*^ *Apc*^*L/L*^ mouse was caused by excessive keratinization. Remarkably, when *Smad4* and *Apc* were co-deleted, *PB-Cre4*^*+*^ *Smad4*^*L/L*^ *Apc*^*L/L*^ mice (SA genotype) developed penile prolapse at 100% penetrance (Fig. 1e). When crossed to mTmG allele (SAm genotype), GFP^+^ solid tumor nodules formed in mouse penis (Fig. 1f). At the histological level, the tumors contain conspicuous keratin pearls, which are pathognomonic for SCC (Fig. 1g). We noted that, by the time the penile tumors formed in these mice (median 17.2 weeks), the prostate remained normal (Fig. 1h). Given the AR expression by normal penile epithelium (Fig. 1b), we determined whether AR signaling was required to sustain SA penile tumor growth by performing mock procedure or surgical castration on 8–12-week-old SA males and following the penile tumor progression for 4 weeks. Castration depleted serum testosterone level (Fig. 1i), yet elicited undetectable effect on penile tumor growth (Fig. 1j–k), histology (Fig. 1l), proliferation marker Ki67, or apoptosis marker cleaved caspase-3 (Supplementary Fig. 1e). We conclude that AR signaling is dispensable for sustaining PSCC. In summary, the first GEM model of PSCC was developed by co-deleting *Apc* and *Smad4* in the penile epithelium.

### Transcriptomic analysis of mouse penile cancer

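RNA from penile tumors of 3 SA mice and from the penile epithelium of 3 WT mice, all 5 months old, was sequenced as stranded paired-end libraries. The authors aligned the reads to mm10 with Tophat, counted them with HTSeq, and deposited a raw count for each RefSeq transcript, with FPKM and TPM values derived from that count. A read that fits several transcripts of a gene was counted in each of them. Among the 3803 genes with more than 1 transcript row and a mean of at least 100 counts, the second row held a median of 99.1% of the count of the first. Each of the 24063 gene symbols was therefore represented by the transcript with its highest mean count over the 6 samples. These gene rows held 24466536, 27547073 and 110509147 counts in the SA tumors, and 25016259, 32871142 and 23828283 counts in the WT penises. The third SA library was 4.42 times as deep as the median of the other 5. Counts were normalized by edgeR's TMM method, and 16336 genes passed edgeR's filter on low counts. A count of 3, taken as the smallest that the depth can show, equals 0.0244 normalized counts per 1e+06 (CPM) in the deepest library and 0.137 in the shallowest, and this floor covers counting error only. The biological coefficient of variation between replicates was 0.223 among the SA tumors and 0.130 among the WT penises. With 3 samples in each group, a two-sided exact permutation test of 1 gene cannot give a p-value below 0.10. P-values were therefore taken from edgeR's quasi-likelihood F-test, which shares information across genes, with Benjamini-Hochberg adjustment.

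**Figure D1:**
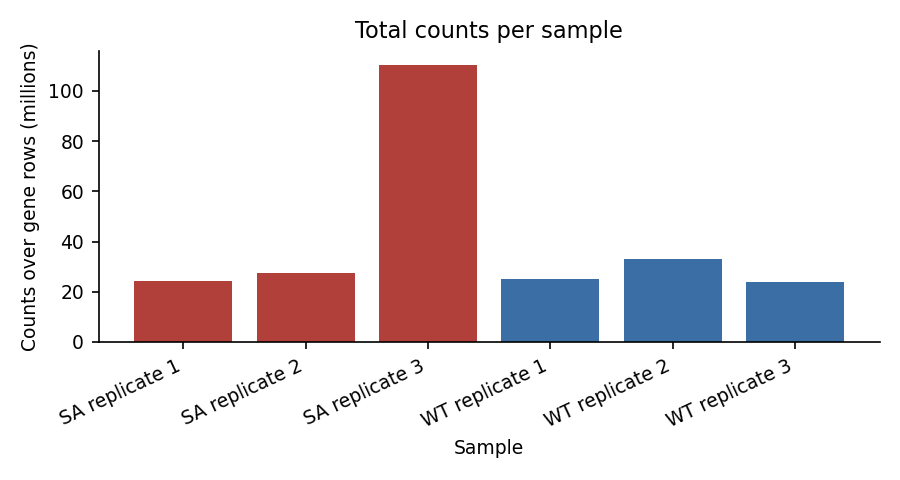
Total counts over gene rows for the 3 SA tumors (red) and the 3 WT penises (blue). The third SA library holds 110509147 counts, and the other 5 hold between 23828283 and 32871142.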

To identify differentially expressed genes between normal and cancerous mouse penis, we performed RNA-seq on penile tumors from 5-month-old SA mice and penile epithelium from age-matched wild type (WT) mice. 

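Over the 16336 genes tested, the median log2 fold change of SA tumors against WT penises was 0.03. An adjusted p-value under 0.01, at any fold change, was reached by 6148 genes, of which 3283 were higher and 2865 were lower in the SA tumors.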

Significant genes were defined by using a cut-off of 0.01 on the Benjamini-Hochberg corrected *P*-value and an absolute log_2_(fold change) value of at least 2 (i.e. fold change ≥ 4). We detected a total of 1660 significantly upregulated genes and 642 downregulated genes in SA compared with the WT penis (Fig. 2a, Supplementary Fig. 2a, and Supplementary Table 2). 

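In the deposited counts, 1537 genes were upregulated and 587 were downregulated in SA tumors at these thresholds. Each of these genes changed in the same direction in all 9 pairs of an SA and a WT sample. The log2 fold change exceeded 6 in 299 genes and was below -6 in 26. The number of upregulated genes ranged from 1391 to 1614, and that of downregulated genes from 529 to 710, when each of the 6 samples was left out in turn. The alternative that moved the numbers most was a test against the fold-change threshold itself, edgeR's glmTreat, which left 749 upregulated and 180 downregulated genes. Among genes with a mean of at least 100 counts, the largest increases were in Cdh22 (NM_174988, chromosome 2, 165111501 to 165234924), Fgf15, Alpk2, Krt26 and Cbln1. None of these 5 genes had a count in any WT sample, so that their log2 fold changes of 11.14 to 12.18 depend on how a count of 0 is handled. Cdh22, a cadherin gene, was expressed at 13.7 ± 2.91 CPM (SD, n = 3) in SA tumors. The largest decrease was in Myoc (NM_010865, chromosome 1, 162639150 to 162649694), from 49.8 ± 3.88 CPM (SD, n = 3) in WT penises to 0.0629 ± 0.0547 (SD, n = 3) in SA tumors. Its log2 fold change was -9.30 (standard error 0.302, adjusted p = 8.40e-07). The next 4 were in 1 unnamed RIKEN gene and the keratin-associated protein genes Krtap22-2, Krtap6-5 and Krtap6-1, with log2 fold changes from -8.84 to -8.23. Reads can be shared between members of that gene family.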

To identify significantly enriched pathways by SA tumors, Ingenuity Pathway Analysis (IPA) was used to analyze the differentially expressed genes and identified 102 Ingenuity Canonical Pathways with *P*-value < 0.05 (Supplementary Table 3). 

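Supplementary Table 4 names 11 cytokine, chemokine and receptor genes for granulocyte and agranulocyte adhesion and diapedesis. All 11 were upregulated past both thresholds in SA tumors, with log2 fold changes from 2.26 for Ccl2 to 6.91 for Cxcl2 and a median of 4.68. Il1b (NM_008361, chromosome 2, 129364569 to 129371164) rose from 0.610 ± 0.348 CPM in WT penises to 67.1 ± 36.7 in SA tumors (SD, n = 3 each), a log2 fold change of 6.72 (standard error 0.583, adjusted p = 0.000130). The increase of Cxcr4, from 1.09 ± 0.0953 to 27.9 ± 4.60 CPM (SD, n = 3 each), had the smallest standard error of the 11, 0.194, with a log2 fold change of 4.67. Ccl3, Ccl4 and Csf3 were at or below 0.150 CPM on average in WT penises, close to the floor of the depth. Ccl2 fell below the fold-change threshold in 1 of the 6 fits that each left out a sample, and Cxcl3 missed the thresholds in 1 of those fits.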

Of note, the top ranked two pathways are Granulocyte Adhesion and Diapedesis and Agranulocyte Adhesion and Diapedesis, because of upregulation of many cytokines and cytokine receptors suggestive of an inflammatory phenotype (Supplementary Table 4). 

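All 11 genes that Supplementary Table 4 lists under Matrix Metalloproteases were upregulated, with a median log2 fold change of 5.95. Mmp10 (NM_019471, chromosome 9, 7502342 to 7510242) rose from 0.101 ± 0.0887 to 73.2 ± 12.6 CPM (SD, n = 3 each), a log2 fold change of 9.37 (standard error 0.359, adjusted p = 1.62e-06). Mmp3 had the highest level of these genes, 224 ± 69.6 CPM in SA tumors against 3.59 ± 0.745 in WT penises (SD, n = 3 each). Mmp20 and Mmp1a had no count in any WT sample. Of the 14 genes listed under Eicosanoid Signaling, 9 were upregulated and 5 were downregulated. Pla2g2a (NR_002926, chromosome 4, 138831857 to 138835189), a phospholipase gene listed as a noncoding transcript, rose from 0.0563 ± 0.0707 to 41.7 ± 8.11 CPM (SD, n = 3 each). Its log2 fold change was 9.51 (standard error 0.409, adjusted p = 1.98e-06), and a strain difference between the SA and WT mice was not excluded for this gene. Pla2g4e rose from 1.64 ± 0.286 to 82.5 ± 11.1 CPM (SD, n = 3 each). The downregulated genes were Pla2g2d, Plb1, Pla2g3, Ptgis and Ptgds, with log2 fold changes from -3.12 to -2.51.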

Matrix Metalloproteases and Eicosanoid Signaling were significantly enriched (Supplementary Tables 3 and 4), underscoring the invasive SCC histology and supporting the inflammation of SA tumors. Both Wnt/β-catenin Signaling and FGF Signaling were hyperactivated in SA tumors as a result of genetic loss of *Apc* and dramatically enhanced expression of FGF ligands, respectively (Supplementary Tables 3 and 4). 

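Of the 14 genes listed under Wnt/β-catenin Signaling in Supplementary Table 4, 11 were upregulated and 2, Wnt2 and Wnt3, were downregulated. Wnt2 and Wnt3 stayed past the thresholds in 5 and 4 of the 6 fits that each left out a sample. Dkk1 did not pass the filter on low counts, which 2 of the 6 samples met, and was not tested by edgeR. Without that filter, its log2 fold change was 6.18 by DESeq2 (adjusted p = 0.000154) and 6.06 by edgeR (adjusted p = 0.0124). The feedback target Axin2 (NM_015732, chromosome 11, 108917828 to 108950783) rose from 20.7 ± 1.85 to 296 ± 64.2 CPM (SD, n = 3 each), a log2 fold change of 3.83 (standard error 0.175, adjusted p = 2.23e-06). Lef1 rose from 0.624 ± 0.207 to 62.5 ± 14.4 and Dkk4 from 0.448 ± 0.172 to 207 ± 72.5 CPM (SD, n = 3 each). Among the 10 genes listed under FGF Signaling, 7 were upregulated and Fgf10 and Fgfr3 were downregulated. The ligand with the highest level was Fgf4, at 75.0 ± 23.4 CPM in SA tumors against 0.263 ± 0.0863 in WT penises (SD, n = 3 each), a log2 fold change of 8.17 (standard error 0.343, adjusted p = 1.97e-06). Fgf20 and Fgf3 followed, at 35.1 ± 11.0 and 15.9 ± 5.21 CPM in SA tumors (SD, n = 3 each). Fgfr1 rose from 125 ± 17.2 to 360 ± 62.8 CPM (SD, n = 3 each), but its log2 fold change of 1.52 (standard error 0.157, adjusted p = 8.98e-05) was below the fold-change threshold.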

IPA can provide analyses to identify putative upstream regulators to account for gene expression changes, which listed β-catenin as the top putative upstream regulator (Supplementary Table 5). 

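The network of Fig. 2b was read by eye as 41 genes in red and 15 in green. Of the red genes, 38 were upregulated past both thresholds in the deposited counts, and all 15 green genes were downregulated. Dkk1 did not pass the filter on low counts. Etv1 and Limd2 rose by log2 fold changes of 1.95 and 1.69, below the fold-change threshold. Over the 40 red genes tested the median log2 fold change was 3.91, and it was -2.49 over the green genes. Foxa2 (NM_010446, chromosome 2, 148042877 to 148046969) had the largest increase of the network, from 0.0524 ± 0.0469 to 46.3 ± 13.6 CPM (SD, n = 3 each), a log2 fold change of 9.66 (standard error 0.462, adjusted p = 2.75e-06). The β-catenin targets Nkd1 and Notum reached 434 ± 92.0 and 235 ± 44.2 CPM in SA tumors, against 24.1 ± 2.32 and 14.9 ± 1.74 in WT penises (SD, n = 3 each). The β-catenin gene itself, Ctnnb1, had a log2 fold change of 0.63 (standard error 0.139, adjusted p = 0.00536). When each sample was left out in turn, between 49 and 53 genes of the network stayed past the thresholds, and the test against the fold-change threshold itself left 33.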

Massive transcriptional regulation by β-catenin complex (Fig. 2b) was expected because of *Apc* loss, with confirmed nuclear concentration in SA tumors compared with WT penis (Fig. 2c). Enhanced β-catenin localization in the nucleus and cytoplasma was also validated in about one third of human PSCC samples using tissue array analysis (*n* = 191 total, Supplementary Figs. 2b, c). 

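Sox2 (NM_011443) lies on chromosome 3 of mm10 from 34649995 to 34652461, and Ptgs2 (NM_011198), which encodes Cox2, on chromosome 1 from 150100031 to 150108234. Sox2 was expressed at 88.3 ± 30.4 CPM in SA tumors and at 0.580 ± 0.208 in WT penises (SD, n = 3 each). This is a 153.7-fold difference, or a log2 fold change of 7.26 (standard error 0.395, adjusted p = 7.36e-06). It stayed between 7.07 and 7.55 when each sample was left out in turn, and past the thresholds in all 6 of those fits. Ptgs2 was expressed at 31.6 ± 13.3 CPM in SA tumors and at 2.93 ± 1.87 in WT penises (SD, n = 3 each), a 10.7-fold difference. Its log2 fold change was 3.42 (standard error 0.593, adjusted p = 0.00308), and it stayed between 2.97 and 3.72 when each sample was left out. The adjusted p-value of Ptgs2 passed the threshold of 0.01 in 3 of those 6 fits, and it was 0.0105 without a filter on low counts, 0.0115 with the replicate number as a block and 0.0806 in the test against the fold-change threshold itself. For both genes, every SA tumor had a higher value than every WT penis.

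**Figure D2:**
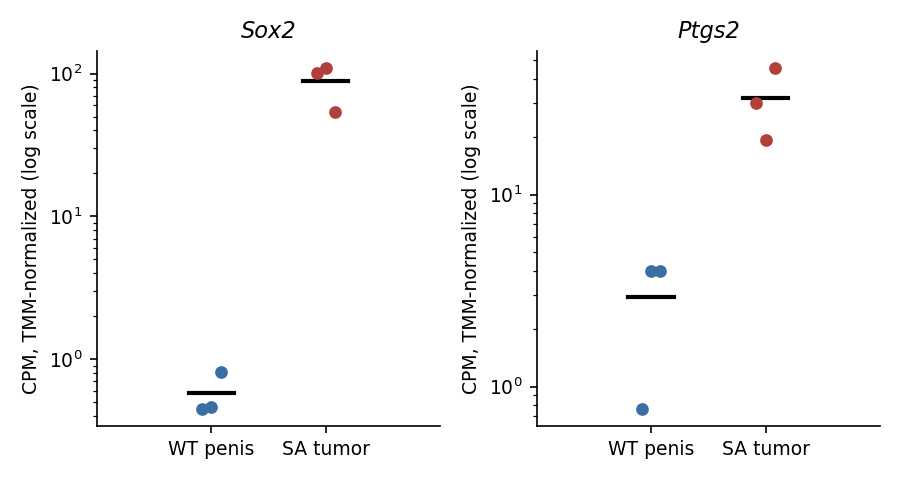
Normalized CPM, on a log axis, of Sox2 (left) and Ptgs2 (right) in each WT penis (blue) and SA tumor (red). Horizontal lines are means, 0.580 and 88.3 for Sox2 and 2.93 and 31.6 for Ptgs2.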

Two of β-catenin transcriptional targets, *Sox2* and *Ptgs2*, were upregulated by 137-fold and 9-fold respectively at the RNA level. Sox2 was shown to be a master regulator for cancer stem cells in skin SCC^27^. Ptgs2, better known as Cox2, converts arachidonic acid to prostaglandins, which in turn induce inflammatory reactions. Significant upregulation of Sox2 and Cox2 in SA tumors at the protein level was confirmed by immunohistochemistry (IHC) (Figs. 2d, e). By a separate algorithm in IPA to estimate master regulators to explain transcriptomic changes and pathway enrichment, Cox2 was identified as the top regulator to account for cytokine upregulation and the phenotype Adhesion of immune cells (Fig. 2f and Supplementary Table 6). 

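Of the 16 genes of the network in Fig. 2f, 14 were upregulated past both thresholds and Tgm2 was downregulated. Tgm2 had a log2 fold change of -2.43 (standard error 0.485, adjusted p = 0.00647). It stayed past the thresholds in 2 of the 6 fits that each left out a sample, and its adjusted p was 0.0166 with the replicate number as a block. Tnfsf11 rose by a log2 fold change of 2.32 (standard error 0.633, adjusted p = 0.0147) and missed the threshold on the adjusted p-value. The number past the thresholds was between 11 and 16 when each sample was left out in turn. The test against the fold-change threshold itself left 5. The calculation of master regulators by IPA was not repeated, and the genes were taken from the figure.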

COX2 upregulation is highly relevant to PSCC as previously shown^28^. Western blot further confirmed upregulation of Cox2 and Sox2 in SA tumors relative to penile tissues from WT and *PB-Cre4*^*+*^ *Smad4*^*L/L*^ mice (Fig. 2g). At the protein level, we also detected upregulated cyclin D1 and phospho-Rb (Ser780) signals in SA tumors (Fig. 2g). Intensified cyclin D1 expression is expected given its known regulation by Smad4^20^ and β-catenin/LEF1 complex^29^. Cyclin D1 overexpression and correlated Ki67 expression was reported in PSCC^30^ and confirmed in our model (Fig. 2h). Using a penile cancer cell line, SA1, established from an SA penile tumor, we generated shRNA-mediated *Sox2* knockdown (Fig. 2i), which attenuated subcutaneous tumor growth of SA1 (Fig. 2j–l). Together, transcriptomic profiling revealed extensive signaling changes associated with PSCC formation in mice and, in particular, signaling molecules involved in inflammation and immunity.

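The paper derives enriched pathways from the differentially expressed genes, and gives β-catenin as the top putative upstream regulator of the changes in expression. It names Cox2 as the top regulator for the upregulation of cytokines and the adhesion of immune cells. It draws its conclusion on signaling, inflammation and immunity from the profiling as a whole. Of the 60 genes that Supplementary Table 4 gives as examples of those pathways, 58 were past both thresholds in the direction of that table. The table comes from the same samples, so a high number was likely beforehand. It shows that the paper's values can be obtained again from the deposited counts, and it is no separate evidence for the conclusion.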

**Fig. 2:**
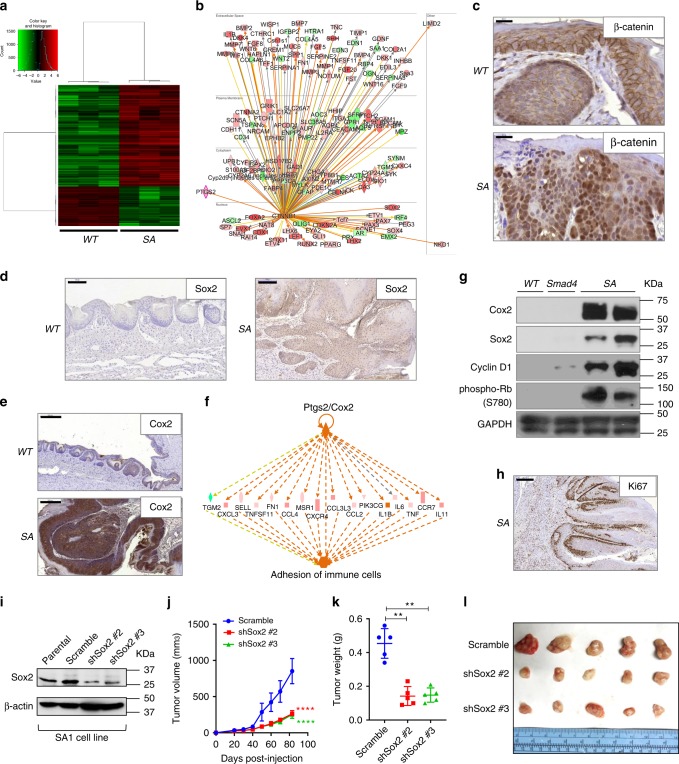
Transcriptomic analysis reveals activation of β-catenin signaling and inflammatory pathways in mouse PSCC. **a** Hierarchical clustering of differentially expressed genes between WT and SA mouse penile samples (*n* = 3 for each genotype). **b** Gene regulation network by β-catenin (i.e. CTNNB1), the top upstream regulator identified by IPA to account for differential gene expression changes in SA tumors compared with WT penis. Red and green colors indicate upregulation and downregulation, respectively. **c**–**e** IHC stain for β-catenin, Sox2 and Cox2 in WT and SA penis, respectively. Scale bar 20 μm for **c**, 100 μm for **d**, 200 μm for **e**. **f** Mechanistic network for the top ranked master regulator Ptgs2/Cox2 by IPA to illustrate its effect on cytokine expression regulation and function in immune cells. **g** Western blot showing differential protein expression in penile tissues from WT, *PB-Cre4*^*+*^ *Smad4*^*L/L*^ (Smad4) and SA mice. **h** IHC stain for Ki67 in SA penile tumor. Scale bar 200 μm. **i** Sox2 expression silenced by two independent shRNA in SA1 cell line, detected by western blot. **j** Growth curves of subcutaneous tumors formed by control or Sox2 knockdown sublines of SA1 in nude mice (*n* = 5). **k**, **l** Weight and gross images of subcutaneous tumors formed by control or Sox2 knockdown sublines of SA1 at endpoint (Day 83) (*n* = 5). In **j**, **k**, data represent mean ± SD. **P < 0.01, ****P < 0.0001, two-sided Student’s *t* test.

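Distances between samples were computed as the root mean square difference of log2 CPM over all genes tested. They were 0.49 to 0.63 between SA tumors, 0.37 to 0.50 between WT penises, and 1.57 to 1.70 between an SA tumor and a WT penis. Average-linkage clustering on these distances put the 3 SA tumors in 1 cluster and the 3 WT penises in the other, with no selection of genes by their difference. The first principal component held 88.7% of the variance. No p-value was computed for this separation.

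**Figure D3:**
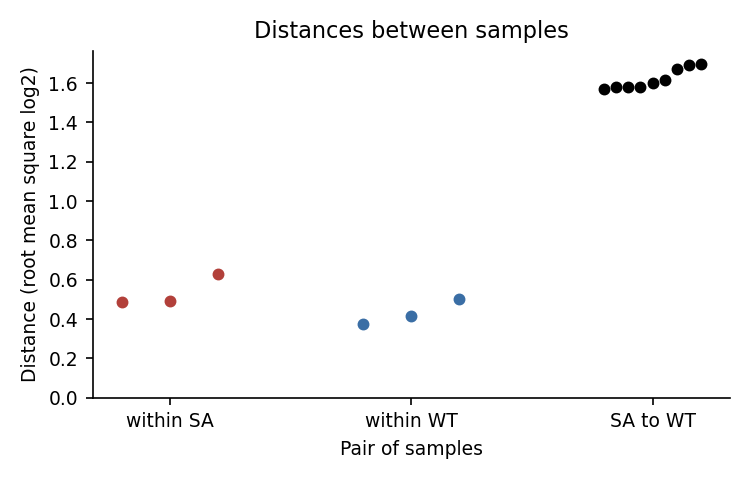
Distance between each pair of samples, as the root mean square difference of log2 CPM, for pairs of SA tumors, pairs of WT penises and pairs of 1 of each. Distances within groups are at most 0.63 and distances between groups at least 1.57.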

### Infiltration of immunosuppressive myeloid cells

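Marker genes of immune cells, listed before the counts were examined, were compared between SA tumors and WT penises as sets, with limma's camera test and Benjamini-Hochberg adjustment over all sets tested. The 13 granulocyte markers tested had a median log2 fold change of 4.86 (adjusted p = 2.54e-06), and 12 of them were past both thresholds. Supplementary Tables 2 and 4, which give results of the same samples, list some of these markers, Cd177 among them. With the genes of those tables left out, the set still passed camera's threshold of 0.05 on the adjusted p-value. S100a9 and S100a8 rose to 1049 ± 289 and 783 ± 230 CPM in SA tumors, from 36.1 ± 15.7 and 46.0 ± 15.8 in WT penises (SD, n = 3 each). The 9 general leukocyte markers had a median log2 fold change of 1.45 (adjusted p = 0.123), and none of them passed both thresholds. Ptprc, which encodes CD45, had a log2 fold change of 1.60 (standard error 0.435, adjusted p = 0.0187). T cell markers had a median log2 fold change of 1.29 (adjusted p = 0.108) over 9 genes, and macrophage markers of -0.03 (adjusted p = 0.618) over 10 genes. The sign of the macrophage median depended on the scaling. B cell markers had a median log2 fold change of 1.00 (adjusted p = 0.589) over 3 genes, and checkpoint and regulatory T cell markers of 0.86 (adjusted p = 0.167) over 7 genes. Among the latter, 3 genes passed both thresholds, Ctla4, Il2ra and Icos, with log2 fold changes of 4.34, 3.03 and 2.25. Icos stayed past them in 3 of the 6 fits that each left out a sample, and its adjusted p was 0.01003 with the replicate number as a block. Ctla4 rose from 0.0524 ± 0.0469 to 1.11 ± 0.504 CPM (SD, n = 3 each). The T cell markers Cd5 and Lck and the B cell marker Cd22 also passed, with log2 fold changes of 2.79, 2.07 and 2.93, and they stayed past the thresholds in 6, 5 and 4 of those 6 fits. Cd3d, Cd3e and Cd3g missed both thresholds. Cd5 did not follow Cd3e across the SA tumors. In replicates 1, 2 and 3, Cd5 was at 23.9, 21.8 and 14.7 CPM and Cd3e at 0.632, 1.16 and 3.005. The rise of Cd5 is therefore no measure of T cells here. Cd8a did not pass the filter on low counts. Without the first SA tumor, the leukocyte median was 1.74 (adjusted p = 0.00595) and the T cell median was 1.56 (adjusted p = 0.0180).

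**Figure D4:**
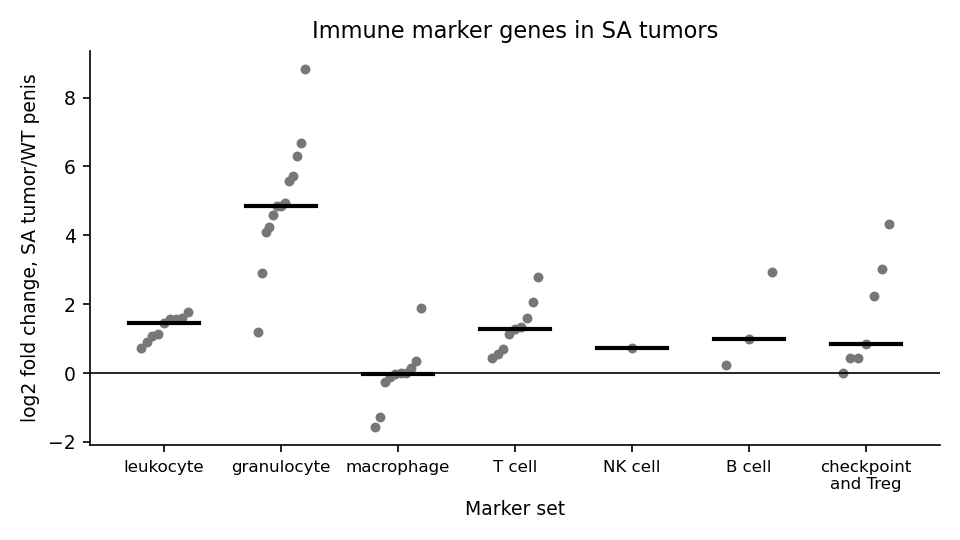
Log2 fold change of SA tumors against WT penises for each tested marker gene (grey points), by marker set, with the median of each set (black line). The granulocyte median is 4.86, and the macrophage median is -0.03.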

Transcriptional profiling suggests massive immune response in the SA penile tumors. To examine the immune infiltration, we dissociated penile tumors from 4–5 month-old SA mice and normal penile epithelium from Cre^-^ littermates, and catalogued the intratumoral immunocytes by mass cytometry (CyTOF) using a 35-antibody panel^31^. Consistent with the enrichment of various immune-related signaling pathways, there was a 7-fold increase of CD45^+^ immune cells (as fraction of all live cells) in mouse PSCC compared with normal penis (Fig. 3a). When quantified as percentage of all immune cells, there were significant decreases of CD8^+^ T cells, NK cells, B cells and tumor-associated macrophages (TAMs), yet there was a dramatic increase from ~1% to ~50% of CD11b^+^ Gr1^+^ myeloid cells (Fig. 3b, c, and Supplementary Fig. 3). We isolated the CD11b^+^ Gr1^+^ cells from established SA tumors and demonstrated their strong ability to suppress T cell proliferation (Fig. 3d). This result indicates that the intratumoral CD11b^+^ Gr1^+^ cells belong to myeloid-derived suppressor cells (MDSCs) that have been recognized as a major immunosuppressive population to induce T cell tolerance in solid tumors. Recent work from others and us indicated that PI3K signaling is crucial to mediate the immunosuppressive activity of myeloid cells^31–33^. In accordance with this notion, viSNE analysis of the CyTOF data showed stronger phospho-PI3K, phospho-mTOR and phospho-S6 signals in the CD11b^+^ Gr1^+^ population compared with other immune cells (Fig. 3c). This result suggests that targeting PI3K signaling may be an effective approach to attenuate MDSC activities in the mouse PSCC and restore the response to immune checkpoint blockade (ICB) therapy. Given that the infiltrating T cells in the SA tumors are positive for PD1 (Fig. 3e), it is rational to test whether co-targeting MDSCs synergizes with the ICB therapy.

**Fig. 3:**
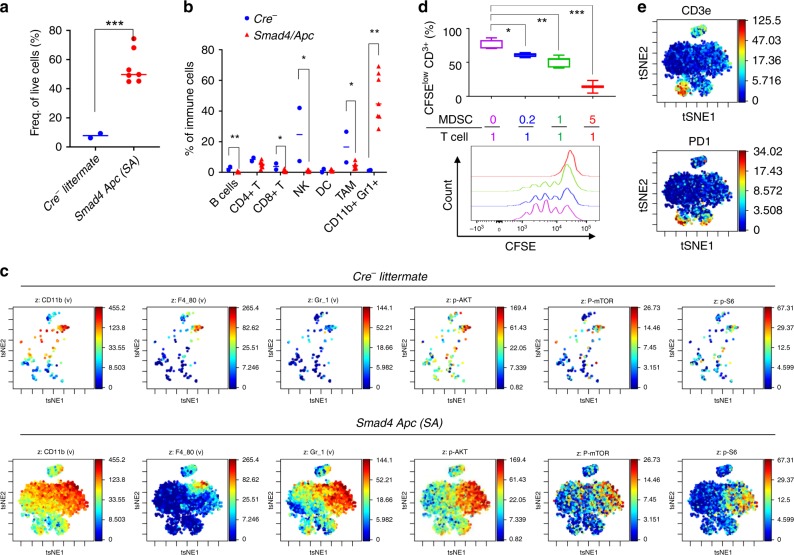
Infiltration of CD11b^+^ Gr1^+^ immunosuppressive myeloid cells in mouse penile cancer. **a** Frequency of CD45^+^ immune cells of all live cells in penile tissues from Cre^-^ littermates (control, *n* = 2) and SA mice (*n* = 7, 4–5 months of age), with data from CyTOF. **b** Frequency of indicated immune cell subpopulations of all immune cells for the same sets of penile samples as in **a**. **c** Representative viSNE plots of indicated markers for the same sets of penile samples as in **a**. Note that the sparse dots and numerous dots for Cre^-^ littermate or SA mouse, respectively, reflect the vast difference of the total intratumoral immune cell frequency of the two genotypes. **d** Activity of CD11b^+^ Gr1^+^ cells from SA tumors to suppress proliferation of normal spleen T cells stimulated with anti-CD3/CD28 antibodies. T cells were preloaded with CFSE whose signals declined as T cells divided. Higher MDSC: T cell ratio led to lower percentage of CFSE^low^ T cells (*n* = 4, 4, 6, and 3 for the ratios in order). **e** Representative viSNE plots of CD3e and PD1 (CD279) for SA tumors, showing the partial overlap of the two signals. In **a**, **b**, all data are shown with the line representing the median. In **d**, box plots visualize the five-number summary of a data set (minimum, lower quartile, median, upper quartile and maximum). *P < 0.05, **P < 0.01, ***P < 0.001, two-sided Student’s *t* test.

### Combining targeted therapy and immunotherapy

To examine the efficacy of ICB in the SA model, we randomized SA males with established PSCC at 4–5 month old to receive isotype IgG (control) or an anti-PD1/anti-CTLA4 antibody cocktail (ICB) at doses described recently^31^. The treatment lasted for one month and affected minimally on tumor weight (Fig. 4a, b). To enhance ICB, we focused on two FDA-approved drugs, cabozantinib and celecoxib. Cabozantinib is a multi-targeted tyrosine kinase inhibitor and recently shown to block PI3K signaling in MDSCs to enable efficacy from ICB in metastatic prostate cancer^31^. Celecoxib is a selective COX2 inhibitor and highly relevant to our study, because Cox2 was upregulated in the SA tumors (Fig. 2e) and identified as the top putative master regulator for inflammation-related phenotypes (Fig. 2f). Cyclooxygenase-dependent tumor immune evasion is through myeloid cell reprograming and Cox2 blockade with celecoxib synergizes with anti-PD1 or dendritic cell immunotherapy in syngeneic models of a few cancer types^34,35^.

**Fig. 4:**
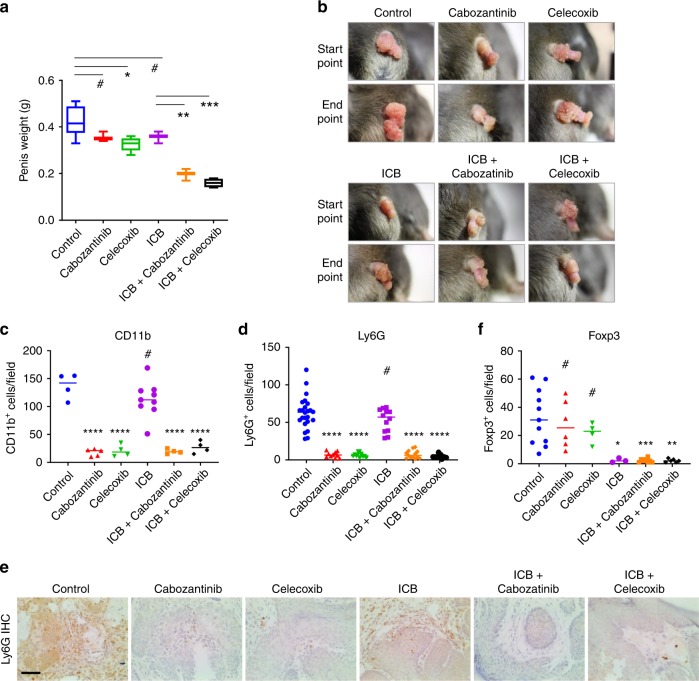
Combined targeted therapy and immunotherapy for spontaneous PSCC in mice. **a** Weight of resected penis from SA mice at the endpoint of the treatment course with single or combination therapies (*n* = 6, 3, 5, 3, 3, and 4, respectively). **b** Representative images of penises for the SA mice before and after the 1-month treatment course. **c**, **d** Quantification of IHC staining for CD11b and Ly6G, markers of tumor infiltrating granulocytic MDSCs, using SA tumor samples treated differently (independent IHC images for CD11b: *n* = 4, 5, 4, 9, 4, and 4, respectively; independent IHC images for Ly6G: *n* = 24, 10, 12, 12, 13, and 9, respectively). **e** Representative IHC images of Ly6G from the experiment in **d**. Scale bar 50 μm. **f** Quantification of IHC staining for Foxp3, marker of T_regs_, using SA tumor samples treated differently (independent IHC images: *n* = 11, 6, 4, 3, 8, and 6, respectively). In **a**, box plots visualize the five-number summary of a data set (minimum, lower quartile, median, upper quartile and maximum). In **c**, **d**, and **f**, all data are shown with the line representing the median. ^#^*P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, two-sided Student’s *t* test.

While the targeted therapy drugs, similar to ICB alone, caused marginal effect on penile tumor progression and endpoint weight, the combinations (cabozantinib plus ICB, celecoxib plus ICB) led to eradiation of most tumor nodules (Fig. 4a, b). At the cellular level, cabozantinib or celecoxib was sufficient to significantly reduce the infiltration of myeloid cells positive for CD11b (Fig. 4c and Supplementary Fig. 4a) and Ly6G (Fig. 4d, e), consistent with the reported effect from these drugs. On the other hand, ICB potently decreased the number of Foxp3^+^ regulatory T cells (T_regs_) in the tumors (Fig. 4f and Supplementary Fig. 4b). Cabozantinib plus ICB, or celecoxib plus ICB treatment led to simultaneous reduction of both myeloid cells and T_regs_ (Fig. 4c, d, and f), explaining the synergistic efficacy. Our results demonstrate that the SA model can serve as the platform to discover combination strategies for immunotherapy of spontaneous PSCC.

### Pten deletion confers resistance to cisplatin

PI3K/Akt/mTOR pathway is relevant to both HPV-positive and HPV-negative PSCC. Infection by HPV 16, the most common high-risk HPV type in PSCC, induces PI3K/Akt/mTOR pathway which plays a critical role mediating the cellular entry of the virus^36^. Clinically, PIK3CA mutation is found to happen in 29% of PSCC cases^37^, and PTEN expression loss and PI3K/Akt/mTOR pathway activation is common in PSCC independently of HPV infection^38,39^. These findings prompted us to cross the SA mice with the conditional null allele of *Pten* to generate the *PB-Cre4*^*+*^ *Smad4*^*L/L*^ *Apc*^*L/L*^ *Pten*^*L/L*^ mice (SAP genotype). Homozygous, but not heterozygous, loss of *Pten* dramatically accelerated the formation of penile tumors (Fig. 5a). Median prolapse survival was 17.2 weeks and 8.1 weeks for SA and SAP mice, respectively. As expected, *Pten* loss in the penis augmented the phospho-Akt signals, shown in *PB-Cre4*^*+*^ *Pten*^*L/L*^ mice and more pronounced in the SAP mice (Fig. 5b). In contrast to the SA model, the SAP mice co-develop highly aggressive prostate tumors at a similar timeframe as the penile tumors. To address the question whether PSCC forms in SAP mice independently of the prostate tumors, we took two approaches. First, we performed radical prostatectomy on SAP male at 8 weeks of age and followed the penile tumor progression for 3 more weeks (Fig. 5c). Without the prostate, SAP penile tumors continued to grow and at the endpoint stained strongly with Ki67 and weakly with cleaved caspase-3 (Fig. 5d). Second, we established a PSCC cell line SAP1 from the SAP model and orthotopically injected into the penile and prostate tissues individually or simultaneously to evaluate whether orthotopic penile tumor growth was affected by orthotopic prostate tumors. The result showed robust injection-site-dependent orthotopic tumor formation (Fig. 5e) and the orthotopic penile tumors remained salient SCC features such as keratin pearl and positivity for cytokeratin-5 (Fig. 5f). Orthotopic injection of SA1 (the cell line derived from SA tumors) also generated PSCC, albeit with a longer latency (Supplementary Fig. 5a). Therefore, these data rule out that the PSCC formed in the SAP model is due to distant effects or metastasis from the concomitantly formed prostate tumors.

**Fig. 5:**
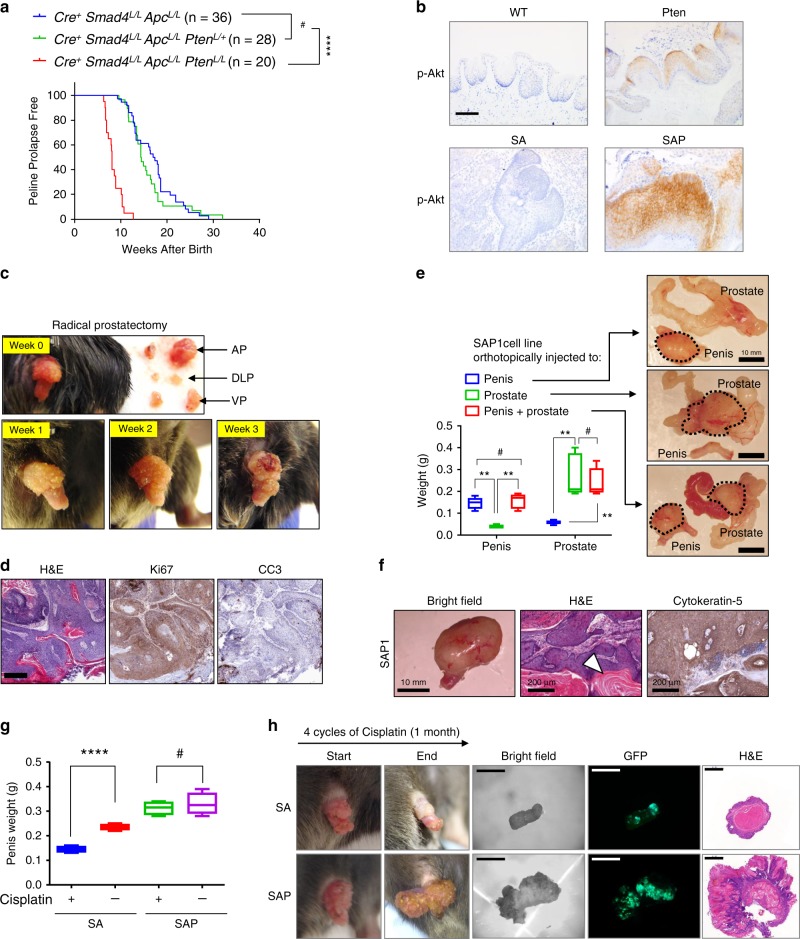
SAP mice as a model to study chemoresistance of penile cancer. **a** Penile prolapse free survival curves for mice of three genotypes with *n* indicated. ****P < 0.0001, ^#^*P* > 0.05, log-rank test. **b** Representative IHC images of phospho-Akt (Ser473). Scale bar 100 μm. **c** SAP mouse at 8 weeks old with all prostate lobes removed (anterior AP, dorsolateral DLP, ventral VP) and penile tumor followed for 3 weeks before sacrifice. **d** Representative H&E and IHC images of Ki67 and cleaved caspase-3 (CC3) of the penile tumor from the prostate-removed SAP mouse (*n* = 3). Scale bar 200 μm. **e** Orthotopic injection of SAP1 cells under the penile epithelium, or into the prostate gland or at both sites of 6-week *Rag1*^*−/−*^ males (*n* = 5). The mice were euthanized at Day 30 post-injection for organ weight measurement and imaging. Scale bar 10 mm. (**f**) Representative penile tumor formed by penile injection of SAP1 with H&E staining and IHC of cytokeratin-5 (*n* = 5). Scale bar 10 mm and 200 μm. **g** Weight of resected penis from SA and SAP mice at the endpoint of cisplatin treatment course (*n* = 4 for each group). **h** Representative images and H&E staining of penises for the SA and SAP mice before and after the 1-month cisplatin treatment. Scale bars 5 mm (bright field and GFP); 1 mm (H&E). In **e**, **g**, box plots visualize the five-number summary of a data set (minimum, lower quartile, median, upper quartile and maximum). ^#^*P* < 0.05, **P < 0.01, ****P < 0.0001, two-sided Student’s *t* test.

There are four general modes of resistance mechanisms for cisplatin^40^, and PI3K/Akt activation stands as an important post-target mechanism^41,42^. To evaluate the effect of *Pten* deletion on cisplatin response in penile cancer, we subjected SA and SAP mice with established penile tumors to cisplatin dosed at 10 mg/kg weekly for a month. Cisplatin generated potent anti-tumor effect for SA mice, but affected SAP tumors minimally (Fig. 5g, h). This anti-tumor effect on SA but not SAP models was likely the result of distinct sensitivity of the two models to cisplatin-induced apoptosis (Supplementary Fig. 5b). Overall, the SAP model provides an essential tool to study cisplatin resistance.

### Targeted proteomics profiling and drug screen

Reverse-phase protein arrays (RPPA) is a technology for high-throughput protein activity measurement across many signaling pathways involved in cancer^43^. We performed RPPA profiling and observed a genotype-correlated protein expression pattern (Fig. 6a and Supplementary Table 7). Penises from wild type mice clustered together with those from *PB-Cre*^*+*^ *Apc*^*L/L*^ and *PB-Cre*^*+*^ *Pten*^*L/L*^ mice (no tumors), whereas SA and SAP tumors clustered in separate branches. Effect from cisplatin treatment (Fig. 5c) was notable by the separation of treated tumor from untreated tumors in both genotypes. Despite the separation of SA and SAP samples in the clustering, there was a large overlap of differentially expressed protein species in SA and SAP tumors compared with WT penises (Fig. 6b and Supplementary Table 8). Most of the overlapped proteins were up- or down-regulated in the same direction in the two genotypes, with the exception of phospho-Akt (S473) which was upregulated in SAP tumors but downregulated in SA tumors (Fig. 6b). Among the commonly upregulated proteins in SA and SAP tumors, proteins involved in metabolic regulation, cell motility and morphology, cell cycle and stemness were notable (Fig. 6c). Interestingly, p16^INK4a^, whose overexpression is often found correlated with high-risk HPV infection^44^, was upregulated in both SA and SAP tumors (Fig. 6c and Supplementary Fig. 6a). The alternative product p19^ARF^ (not included in RPPA) from the INK4a locus was also upregulated in both tumors (Supplementary Fig. 6a). Another drastically overexpressed protein, CDH3 (i.e. P-Cadherin), was confirmed by IHC (Supplementary Fig. 6b). Among the commonly underexpressed proteins (Fig. 6d), AR was notable because of similar trend observed in clinical PSCC (Fig. 1a). AR downregulation and exclusion from nucleus in SA and SAP tumors was evident by IHC analysis (Supplementary Fig. 6c), consistent with our result showing AR signaling is dispensable for sustaining PSCC progression (Fig. 1i-l). Using signals from the phospho-specific and total Akt antibodies, the calculated pS473/total-Akt ratio showed significant increase in SAP but not SA tumors (Fig. 6e). This result was validated by western blot (Fig. 6e) and consistent with *Pten*-loss induced PI3K/Akt pathway activation in SAP tumors.

**Fig. 6:**
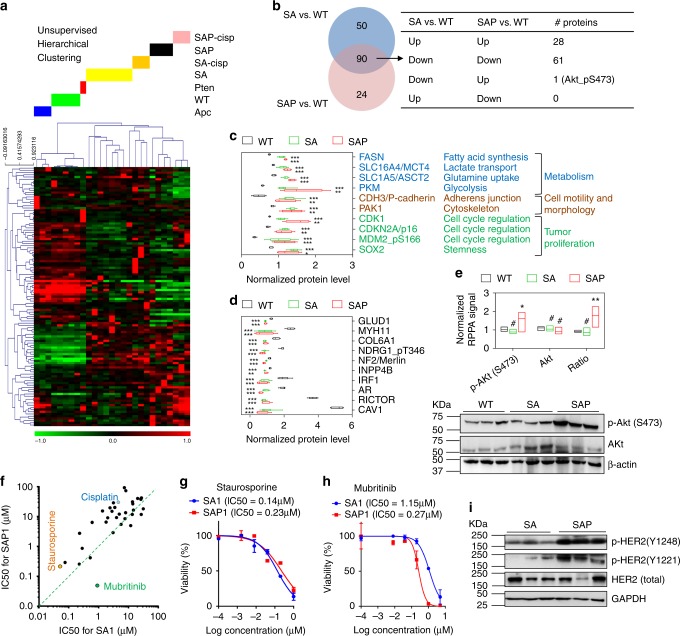
RPPA profiling and drug screen using mouse penile cancer cells. **a** Unsupervised hierarchical clustering of penile samples from mice of denoted genotypes and treatment (cisplatin) based on normalized RPPA data. One-way ANOVA identified 117 differentially expressed proteins (*P* < 0.05), which were used for the clustering. **b** Venn diagram showing the relationship of differentially expressed proteins between SA vs. WT and SAP vs. WT comparisons, with data from RPPA. two-sided Student’s *t* test was used to select significant proteins for each comparison (*P* < 0.05). **c** Normalized RPPA signals of selected proteins upregulated in both SA and SAP tumors compared with WT penises, with protein names and functions shown (*n* = 5, 8, and 4 for WT, SA and SAP, respectively). **d** Normalized RPPA signals of selected proteins downregulated in both SA and SAP tumors compared with WT penises (*n* = 5, 8, and 4 for WT, SA and SAP, respectively). **e** Normalized RPPA signals and ratios for phospho-Akt (S473) and total Akt in WT, SA and SAP penises (*n* = 5, 8 and 4 for WT, SA and SAP, respectively), validated by western blot of the tissues. **f** Dot plot comparing IC50 values of SA and SAP cell lines to 31 drugs, with three drugs highlighted. **g**, **h** Cell viability in vitro measured by MTT assay for indicated drugs, with IC50 noted (*n* = 5 for each concentration). **i** Western blot showing the upregulation of phospho-HER (Tyr1248 and Tyr1221) signaling in SAP tumors compared with SA tumors (*n* = 3 for each group). In **c**–**e**, box plots visualize the five-number summary of a data set (minimum, lower quartile, median, upper quartile and maximum). In **g**, **h**, data represent mean ± SD. ^#^*P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, two-sided Student’s *t* test.

Overexpressed proteins in SA and SAP tumors provide the opportunity for the identification of potential therapeutic targets. We established 3 SA cell lines (SA1, SA2, SA3) and 2 SAP cell lines (SAP1, SAP2) from the two tumor models respectively. Compared with the tumor issues which contain heterogeneous cell populations, these cell lines showed cleaner pattern of respective gene knockouts (Supplementary Fig. 6d, e). We used SA1 and SAP1 cell lines to perform a 42-compound dose titration assays with small molecules that target the overexpressed proteins and related pathways (Supplementary Table 9). These cells showed medium to high sensitivity to 31 drugs (IC50 < 100 μM for both lines), with SAP1 cells displaying comparable or higher IC50 for most drugs except for mubritinib (Fig. 6f). In the validation assays, we confirmed the high sensitivity of both SA1 and SAP1 cells to staurosporine, a potent protein kinase C inhibitor with anti-tumor activity and low toxicity in a liposomally encapsulated form in preclinical models^45^. The higher sensitivity of SAP1 to mubritinib relative to SA1 (Fig. 6h) is likely due to the on-target effect on the active HER2 signaling in SAP tumors (Fig. 6i), because mubritinib is a selective HER2 tyrosine kinase inhibitor^46^. Together, the SA1 and SAP1 cell lines, in conjunction with the GEM models, provide the in vitro and in vivo models to develop therapeutic strategies for the treatment of lethal PSCC.

### Expression convergence of human and mouse PSCC

In order to determine if the spontaneous PSCC developed in SA and SAP mice resemble human PSCC at the molecular level, we compared the top 200 up- and down-regulated genes in human penile cancer^47^ with the mouse transcriptomic data. 

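The genes of Supplementary Table 10 were matched to the mouse symbols by name, 171 of 172 were matched, and 156 had enough counts to be tested. Of these, 111 (71.2%) had an adjusted p-value under 0.05 between SA tumors and WT penises, against 53.4% of all tested genes (Fisher's exact test across genes, two-sided p = 7.47e-06). In 10000 random lists of 156 tested genes, the mean was 83.2, and none reached 111. Of the 111 genes, 85 changed in the direction of the human cancers, 44 higher and 41 lower, and 26 changed in the opposite direction. Of the 172 genes of Supplementary Table 10, 116 are under 0.05 in SA tumors. Those with the human sign number 89, which equals the paper's count. The values here to set beside 116 and 89 are 111 and 85, of 156 genes tested. At any p-value, 122 of the 156 genes (78.2%) had the sign of the human change (Fisher's exact test of direction across genes, two-sided p = 6.90e-13, genes not being independent replicates). When each mouse sample was left out in turn, between 75 and 90 genes were changed in the human direction. With the thresholds used for the SA tumors, an adjusted p under 0.01 and a fold change of at least 4, 52 genes were changed and 47 of them in the human direction. The test against the fold-change threshold itself, at an adjusted p under 0.05, left 35 and 30. SAP tumors were not used here.

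**Figure D5:**
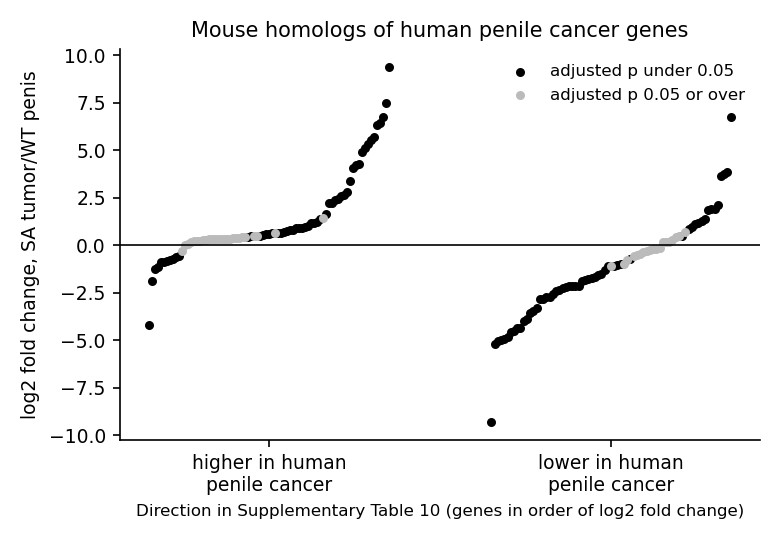
Log2 fold change of SA tumors against WT penises for 156 mouse homologs, in order, for the genes that are higher (left) and lower (right) in human penile cancer. Black points have an adjusted p-value under 0.05 and grey points do not. Of the 111 black points, 85 lie on the side of 0 that corresponds to the human direction.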

For the 172 out of the 200 human genes that have the mouse homologs, 108 (63%) and 89 (52%) showed significant difference in SAP and SA models, respectively (Fig. 7a and Supplementary Table 10), demonstrating significant convergence of gene expression pattern. IPA analysis of the Kuasne dataset identified several highly enriched pathways that were also enriched in SA tumors, in particular immune-related pathways such as Agranulocyte Adhesion and Diapedesis (*P* = 7.1 × 10^−9^), Leukocyte Extravasation Signaling (*P* = 0.003) and Eicosanoid Signaling (*P* = 0.03) (Supplementary Table 11). Wnt/β-catenin Signaling was also highly enriched (Supplementary Fig. 7, *P* = 0.001), consistent with the enhanced cytoplasmic and nuclear β-catenin level (Supplementary Fig. 2c). IPA identified potential upstream regulators that explain the transcriptional changes of human penile cancer, which included activated targets by pro-inflammatory factors such as TNF, CSF2, IFNγ, IL1B, and inhibited targets by TGFβ1 (Supplementary Table 12). Interestingly, cytokines (IL1A, IL1B, TNF, CXCL1, CCL20) and MMPs (MMP7, 9, 10, 12, 13), upregulated in both human and mouse PSCC, showed no correlation with HPV status (Fig. 7b). 

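In SA tumors, 8 of the 10 mouse homologs of these genes were upregulated past both thresholds. Tnf rose from 0.638 ± 0.513 to 6.45 ± 0.683 CPM, Cxcl1 from 1.51 ± 0.647 to 8.31 ± 0.308, and Mmp9 from 2.04 ± 0.155 to 164 ± 59.4 (SD, n = 3 each). Mmp13, Mmp7 and Mmp12 had log2 fold changes of 7.50, 5.69 and 5.13. Il1a rose from 7.20 ± 1.19 to 19.1 ± 4.67 CPM (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.220, adjusted p = 0.000889), which was below the fold-change threshold. Ccl20, at 0.574 ± 0.360 CPM in SA tumors and 0.106 ± 0.147 in WT penises (SD, n = 3 each), did not pass the filter on low counts. Without that filter, its log2 fold change was 2.47 by DESeq2 (adjusted p = 0.0405) and 2.42 by edgeR (adjusted p = 0.0604). The human and SAP data of the figure were not used here.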

The strongly expressed inflammatory genes in both human and mouse PSCC prompted us to examine the immune cell markers in human penile cancer tissues. Compared with adjacent normal penile compartment, the malignant tissue was infiltrated extensively with T cells (CD3^+^) including the CTL subset (CD8^+^), as well as macrophages (CD68^+^) (Fig. 7c). Recent reports showed frequent PD-L1 upregulation in PSCC^48^, which was confirmed in our small cohort (Fig. 7c). We also validated that SOX2 and COX2 were upregulated in human PSCC (Fig. 7c). Together, the resemblance of murine PSCC model with human PSCC underscores the clinical relevance of the mouse model.

**Fig. 7:**
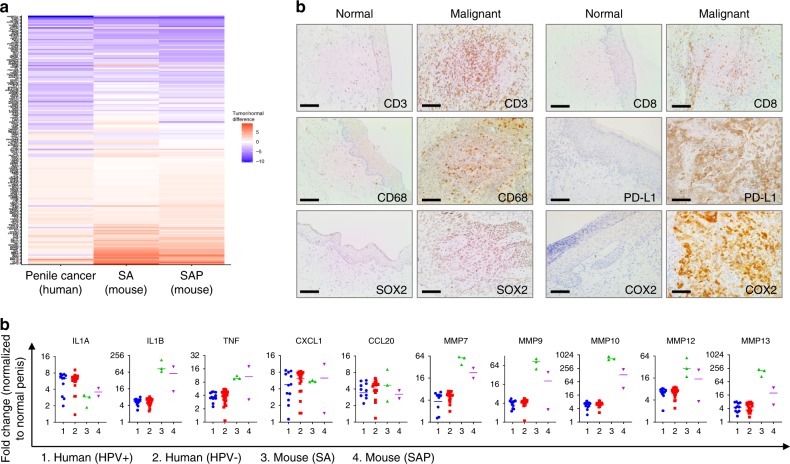
Conserved gene expression pattern of human and mouse penile cancers. **a** Conserved expression pattern of most up- and down-regulated genes in human penile cancer relative to normal human penis as compared with mouse penile cancer (SA, SAP) relative to normal mouse penis (*n* = 3, 3 and 2 for WT, SA and SAP, respectively). Human data were from GSE57955^47^, *n* = 39 (12 are HPV^+^, 25 are HPV^−^, 2 with unknown HPV status, all referenced to normal glan tissues). **b** Normalized RNA levels of representative upregulated genes in human and mouse PSCC. For human, HPV^+^ and HPV^−^ cases were plotted separately, but showed no statistically significant differences (*n* = 12 for human HPV^+^, 25 for human HPV^−^, 3 for mouse SA, and 2 for mouse SAP). All data points are shown with the line representing the median. **c** IHC images of selected immune cell markers and signaling molecules in human penile tumors. In all cases, more than half of the eight cases were positive for the marker being stained (*n* = 8). Scale bar 100 μm.

## Discussion

Our studies build essential resources for translational research in penile cancer. The GEM model of PSCC in our studies is based on the use of PB-Cre4 as the Cre driver in AR-expressed androgen-responsive epithelial cells of the mouse penis. Androgen-AR signaling has a fundamental role in masculinization during development, initiating formation of the prostate, penis and tissues of the male reproductive tract^49^. Transcriptional activity of AR is essential for normal penile growth, as inhibition of androgen in the neonatal phase induces micropenis in mice^50^. Our models indicate that the androgen-sensitive epithelial cells are the potential cells of origin for PSCC, although AR expression is unlikely to be essential for sustaining tumorigenesis based on its diminished level in established PSCC (Fig. 1a). Given the variety of tumor suppressor genes and oncogenes manipulated to model prostate cancer using the PB-Cre4 driver, it is remarkable that concurrent inactivation of Smad4 and Apc were the only reported genetic changes sufficient to drive oncogenesis of mouse penile epithelium. APC loss and WNT pathway activation may also play a key tumorigenic role in human PSCC. Inactivation of APC through mutation, promoter methylation, and loss of heterozygosity is frequent in oral SCC^51–53^. WNT ligand and β-catenin downstream targets (WNT4, MMP7, CCND1, MYC) were found upregulated in PSCC^54^. It is worth noting that activation of WNT/β-catenin targets may be achieved through various mechanisms. For example, loss of function of *FAT1*, caused by recurrent somatic mutations in various cancer types, leads to β-catenin nuclear localization and transcriptional activation of WNT downstream targets^55^. *FAT1* mutation occurs in about 15% of penile cancer^56^ and may account for β-catenin activation in penile cancer. In the backdrop of *Apc* deletion, removal of the tumor suppressive function of TGFβ/SMAD (through *Smad4* deletion) and installation of the tumor promoting function of PI3K/AKT/mTOR (through *Pten* deletion) independently promotes the formation of SCC of the mouse penis. In fact, *Smad4* knockout in head and neck epithelia of mice led to development of head and neck SCC^57^, which together with our results suggest the general role of *Smad4* as a gatekeeper gene for SCC. We like to note that our model should raise a concern to the many investigators who use PB-Cre4 to model prostate diseases like prostate cancer. Since this Cre driver is active in penile epithelium, attention should be made to whether the prostate phenotype might be influenced by the potentially concurrent phenotype of the penile tissue.

Among the large number of downstream targets of β-catenin activation, we focused on Sox2 and Cox2, both of which are relevant to PSCC. *SOX2* is frequently amplified in SCC, including 32% of penile tumors^58^. PSCC tissues express high level of COX2, PGE_2_ and EP receptors^28^. SOX2 and COX2 may function as the master regulators to orchestrate intrinsic and extrinsic mechanisms of penile malignancy in the mouse model, in a similar manner as the cooperation of Sox2 and inflammation-inducing Stat3 to transform foregut basal progenitor cells^59^. The essential role of Sox2 in controlling the self-renewal of tumor-initiating cells in SCC have been shown in the skin, head and neck, and lung^27,60,61^. In *Apc*-deficient PSCC, Sox2 may collaborate with β-catenin to regulate the pro-tumor transcriptome, such as upregulation of cyclin D1 as shown previously in breast cancer^62^. We have shown that Sox2 knockdown attenuated mouse PSCC growth (Fig. 2i–l). Future studies will uncover precise mechanisms of Sox2 in PSCC. The most striking feature of the infiltrating immunoprofile of the SA tumors is the massive CD11b^+^ Gr1^+^ MDSCs, which may result from the induction by COX2-mediated PGE_2_ production in the milieu, a phenomenon observed in both murine and human MDSCs^63–65^. The vulnerability of MDSCs to the inhibition of induction signals (e.g. COX2-prostaglandins) and survival signals (e.g. PI3K) provides opportunities to block these cells and foster a more hospitable environment for immunotherapy to work, as we demonstrated in the SA models (Fig. 4).

The rationale to treat metastatic PSCC with ICB certainly exists, with especially anti-PD-1 or anti-PD-L1 therapies^66^. PD-L1 is detected in 40–60% of PSCC cases and is correlated with poor prognosis and the number of tumor-infiltrating lymphocytes^48^. In a case report, a patient with an HPV-negative PSCC treated with nivolumab experienced a partial response^67^. Currently, there are multiple ICB trials recruiting patients with PSCC (e.g. NCT02837042, NCT02721732, NCT03333616, NCT02834013, and NCT03391479). Our data suggest that better response may be achieved when ICB is combined with targeted therapeutics that eliminates activity from immunosuppressive cells. In a recent Phase I clinical trial on metastatic genitourinary malignancy using cabozantinib with nivolumab and ipilimumab (NCT02496208), manageable toxicity and promising antitumor activity was observed, including partial response for two out four PSCC patients^68^. An important question is whether HPV status should be a criterion for enlisting PSCC patients in ICB trials. Given that PD-L1 expression in PSCC is not correlated with HPV infection^48^, together with the observed inflammatory gene signature in both HPV-positive and negative clinical PSCC samples (Fig. 7b), we argue for the concept of treating both HPV-positive and negative PSCC with combined ICB and MDSC-inhibiting drugs.

The PSCC resources developed in our studies include two GEM models and related murine PSCC cell lines. The applications of these reagents could have an impact on developing effective targeted therapy and immunotherapeutic approaches for patients with PSCC in addition to defining pathways of resistance.

## Methods

### Animals

All animal works performed in this study were approved by The University of Texas MD Anderson Cancer Center Institutional Animal Care and Use Committee and The University of Notre Dame Institutional Animal Care and Use Committee. Acquisition and maintenance of the genetic alleles *PB-Cre4, Pten*^*L/L*^*, Smad4*^*L/L*^*, mTmG*^*L/L*^ and *Apc*^*L/L*^ were recently described in our studies^31,69^. C57BL/6 and Rag1 knockout were purchased from Jackson Laboratories (stock# 000664 and 003145, respectively). NCr nude mice were purchased from Taconic (stock# NCRNU-M). Since penile cancer is a male disease, all the experimental cohorts used male mice. The mice were maintained in 12 h/12 h light/dark with an ambient temperature of 72 ^o^F and humidity of 35%. All animals were maintained in pathogen-free conditions and cared for in accordance with the International Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) policies and certification.

### Cell culture

Lentivirus packaging cell line 293T (ATCC, CRL-3216) was cultured in DMEM, 10% fetal bovine serum (FBS), 100 U/mL (1x) Penicillin-Streptomycin. Murine penile cancer cell lines SA1, SA2, SA3, SAP1 and SAP2 were established from individual established SA and SAP penile tumors. All the cells were cultured in DMEM, 10% fetal bovine serum (FBS), 100 U/mL (1x) Penicillin-Streptomycin. The cell lines were of the male gender and confirmed free of mycoplasma with MycoAlert Mycoplasma Detection Kit (Lonza).

### Clinical samples

The eight patient specimen cohort (see Supplementary Table 1) was retrieved from banked archival tissue specimens among patients who had previously consented to have their incidental specimens banked for future research at the University of Texas M.D. Anderson Cancer Center utilizing an approved protocol. Specific blocks were selected based upon the abundance of tissue for additional studies (i.e., usually tumors greater than 1 cm in size) and the patients were further characterized with respect to age, clinical stage, grade, histology, type of surgery, and Human papillomavirus status. De-identified specimens were provided to the research team under an institutional protocol (PA15-0138) for further characterization under waiver of consent.

### Histology, tissue array, immunostaining, and western blot

Tissues were fixed in 10% formalin overnight and embedded in paraffin. Hematoxylin & eosin staining was performed using standard protocols on 5 μm paraffin sections. Histologic evaluation of H&E stained sections of mouse penile tumors was performed by two urological pathologists (P.T. & P.R.).

For immunohistochemistry (IHC), 5 μm paraffin sections were deparaffinized, followed by pressure cooker boiling in antigen retrieval solution (10 mM sodium citrate, pH = 6). Subsequent steps followed manual instructions of VECTASTAIN Elite ABC-HRP Kit (Vector Laboratories) with DAB substrate (Vector Laboratories). Primary antibodies are listed in Key Resources Table. IHC slides were scanned with Pannoramic Digital Slide Scanner (3DHISTECH) and images were cropped from virtual slides in Pannoramic Viewer. For tissue array studies of β-catenin IHC of human normal penile tissue and PSCC, we used two commercially available tissue arrays, PE241 and PE2081, from US Biomax, Inc. PE241 had 20 PSCC cases and PE2081 had 174 PSCC cases (3 had no tissues). Together these two arrays had seven adjacent normal tissues. The tissue array slides were deparaffinized and stained with β-catenin antibody (Cell Signaling Technology).

For immunofluorescence (IF) staining, tissues were harvested freshly and cryopreserved in Optimal Cutting Temperature (OCT) Compound. Cryosections were blocked in 5% normal goat serum (Vector Laboratories), and incubated with primary antibodies (see Key Resources Table) overnight at 4 °C. Samples were then incubated with secondary antibodies conjugated with Alexa Fluor 488 or Alexa Fluor 568 (Invitrogen) at RT for 1 h. Slides were mounted with VECTASHIELD mounting medium with DAPI (Vector Laboratories). Stained slides were imaged using Nikon A1R Confocal Laser Microscope and images were managed with ImageJ software.

For western blot, fresh tissues were soaked in ice-cold RIPA buffer (Boston BioProducts) supplemented with protease and phosphatase inhibitors (Roche), and homogenized with Fisherbrand 150 Handheld Homogenizer. Samples were centrifugation at 15,000×*g* for 10 min at 4 °C. Proteins were resolved by SDS–PAGE, transferred to nitrocellulose membrane and analyzed by immunoblot using primary antibodies listed in the Key Resources table. Anti-rabbit or anti-mouse IgG conjugated to horseradish peroxidase (Cell Signaling Technology) were used as secondary antibodies. Detection was performed with Clarity Max Western ECL Substrate (Bio-Rad) followed by exposure to Amersham ECL Hyperfilm (GE Healthcare).

### Reverse phase protein array

Reverse phase protein array (RPPA) experiment was performed at the RPPA core at MD Anderson Cancer Center. Total 27 freshly dissected mouse penile normal or tumor samples were probed with 299 antibodies. Briefly, tumor lysates were serially diluted two-fold for 5 dilutions (from undiluted to 1:16 dilution) and arrayed on nitrocellulose-coated slides in an 11 × 11 format. Samples were probed with antibodies by tyramide-based signal amplification approach and visualized by DAB colorimetric reaction. Slides were scanned on a flatbed scanner to produce 16-bit tiff image. Spots from tiff images were identified and the density was quantified by Array-Pro Analyzer. Relative protein levels for each sample were determined by interpolation of each dilution curves from the standard curve (supercurve) of the slide (antibody). These values (given as Log2 values) are defined as Supercurve Log2 (Raw) values. All the data points were normalized for protein loading and transformed to linear value and used for bar graphs. The antibody list, including vendor and catalog information, can be found on the website of the RPPA core at MD Anderson Cancer Center. For hierarchical clustering, normalized signals generated from rabbit and goat antibodies were analyzed using one-way ANOVA (alpha 0.05), and the resulted 117 significant proteins were clustered using average lineage method with Pearson correlation.

### Mass cytometry (CyTOF)

The procedure for antibody staining and gating strategy was described as following^70^. Briefly, single cells from mouse penile tumors were prepared using the Mouse Tumor Dissociation kit (Miltenyl Biotec). All isolated cells were depleted of erythrocytes by hypotonic lysis, and blocked for FcγR using CD16/CD32 antibody (clone 2.4G2, BD Biosciences) and incubated with metal-conjugated antibodies targeting cell surface antigens for 30 minutes at room temperature. Cells were washed and incubated with 5 μM Cell-ID Cisplatin-195Pt (Fluidigm) for 3 min for viability staining. Cells were washed and fixed following the steps of the Foxp3/Transcription Factor Staining Buffer Set (eBioscience). Fixed cells were stained with metal-conjugated antibodies targeting intracellular antigens for 1 hour at room temperature. Cells were washed and incubated with Nucleic Acid Intercalator-Ir (Fluidigm) at 4^o^C overnight to stain all the nuclei. The samples were analyzed with CyTOF instrument (Fluidigm) in the Flow Cytometry and Cellular Imaging Core Facility at MD Anderson Cancer Center. CyTOF data were analyzed and visualized using Cytobank (http://www.cytobank.org).

### Therapeutic treatment in SA model

SA mice develop spontaneous penile tumors. Therefore, the mice were monitored daily for penile prolapse phenotype and, once the tumors reached 2–3 mm in diameter, the mice were randomly assigned to one of the treatment arms of a preclinical trial. Cabozantinib (Selleck Chemicals, S1119) and celecoxib (LC Laboratories, C-1502) were orally administered at daily doses of 30 mg/kg and 200 mg/kg, respectively, daily on a Monday through Friday schedule. Anti-PD1 (clone RMP1-14, BioXcell, BE0146) and anti-CTLA4 (clone 9H10, BioXcell, BE0131) antibodies (or their respective isotype IgG controls) were intraperitoneally administered at 200 μg/injection three times/week. Cisplatin was intraperitoneally injected weekly at 10 mg/kg (equivalent to 40 mg/m^2^ in human). The duration of drug treatment was 4 weeks. At the endpoint, the penis from each treated mouse was resected and weighed, then fixed in formalin for histological analysis.

### Gene expression profiling and analysis

Three 5-month-old SA mice were used for harvesting penile tumors. Age-matched WT (wild type) C57BL/6 mice were used for harvesting normal penile epithelium. Total RNA from fresh tissues was extracted using Direct-zol RNA Miniprep Kit (Zymo Research). The quantity and quality of each sample were measured using an Agilent 2100 Bioanalyzer. RNA sequencing was performed at Sequencing and Microarray Facility at MD Anderson Cancer Center using standard stranded RNA-seq protocol on an Illumina HiSeq 4000 (20 million pair-end sequence reads per sample).

The raw reads were aligned to the mouse reference genome build mm10, using Tophat RNASeq alignment software. The aligned reads were verified for quality using FASTQC software. HTseq software was used to summarize the gene expression counts from Tophat alignment data after sorting the BAM files. The raw counts were normalized and differential expression analysis was performed using the DEseq2 package. Cluster analysis was performed with the log transformed normalized count Data. Heatmaps were used to depict the clustering and differential expression analysis results. Significant genes were defined by using a cut-off of 0.01 on the BH corrected *P*-value and an absolute log2(fold change) value of at least 2. Pathway analysis and upstream regulator analysis were performed with Ingenuity Pathway Analysis (QIAGEN). The raw and normalized data files are deposited by Basepair Tech to Gene Expression Omnibus (GEO) with series entry number GSE130052.

To examine if the differentially expressed genes between mouse penile tumor and normal penile epithelium were also dysregulated in human penile cancer samples, we downloaded published transcriptomic dataset of human penile cancer GSE57955^47^ and identified the top 200 up- and down-regulated genes. Among these 200 genes, 172 have mouse homolog genes. Among these 172 genes, 108 (63%) and 89 (52%) genes showed significant difference in SAP and SA models (penile tumor compared with normal mouse penis in the RNA-seq data), respectively. The results were displayed as a clustering heatmap (Fig. 7a). For a number of selected genes, human and mouse gene RNA levels (normalized to normal penile tissues) were plotted to demonstrate consistent cross-species upregulation of these genes (Fig. 7b).

### T cell proliferation assay and suppression by MDSC coculture

Briefly, to isolate MDSCs from SA penile tumors, tumors were harvest and digested by Mouse Tumor Dissociation kit (Miltenyi Biotec) to obtain the single cells. Total MDSCs were isolated using Mouse Myeloid-Derived Suppressor Cell Isolation Kit (Miltenyi Biotec). Total spleen T cells were isolated from spleen of 2-month-old male C57BL/6 mice (Jackson Laboratory) using the mouse Pan T Cell Isolation Kit II (Miltenyi Biotec). To assess the suppressive activities of MDSCs on T cell proliferation, we first labeled the T cells with 5 μM carboxyfluorescein diacetate succinimidyl ester (CFSE) (Invitrogen). The labeled T cells were stimulated in an antigen-nonspecific manner with anti-CD3 and anti-CD28 antibodies following eBioscience’s protocol. MDSCs were added at different ratios to T cells. CFSE intensity was quantified 72 h later with BD LSRFortessa Cell Analyzer. Viable CD3^+^ T cells with CFSE peaks located left of the highest peak (i.e. no proliferation, thus no decline of CFSE intensity) were counted as CFSE^low^ (i.e. proliferative) cells.

### Sox2 knockdown and in vivo experiments

To knockdown Sox2 with shRNA, scramble control SHC202 or Sox2-specific shRNA (Sigma-Aldrich, TRCN0000416106 as #2, TRCN0000420955 as #3) lentiviruses were packaged with 293T cells and used to infect SA1 cell line to generate puromycin-resistant stable sublines. The knockdown was confirmed by western blot. For in vivo tumorigenesis, 1 × 10^6^ cells in 100 μl PBS were injected subcutaneously in the dorsal skin of male 6-week-old NCr nude mice. Tumor dimensions were measured with a digital caliper and tumor volume was determined as 1/2 (length × width^2^). The mice were euthanized at the experimental endpoint, and tumors were dissected, weighted and photographed.

### Inhibitor screening using mouse penile cancer cell lines

Inhibitors were prepared as 10 mM stock in DMSO or water according to manufacturer’s instructions. SA1 and SAP1 cell lines were seeded at 10^4^ cells/well in 96-well plates in the absence or presence of inhibitors at 0.2, 2.0, and 20 μM in triplicates. In all, 48 h later, 3-(4,5-Dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) was added to the wells at final concentration of 0.5 mg/ml. The plates were gently shaken at 500 rpm for 1 min, and incubated at 37 °C for 4 h. The medium was removed completely, and 100 μl DMSO was added into each well. The plates were gently shaken at 1000 rpm for 5 min to mix well the colored solution, and placed to microplate reader (Epoch 2, BioTek) to read 540 nm and 690 nm (reference). A confirmative second round of MTT assay was performed with a more refined range of inhibitor concentrations to determine IC50 more precisely.

### Penile orthotopic injection

Male Rag1 knockout males are anesthetized by inhalation of 2% isoflurane, then placed on the back with arms and legs extended. The urogenital region is prepared for surgery with alcohol swab. Sterile insulin syringe with 30-gauge needle is loaded with 50 μl of 1 × 10^6^ mouse penile cancer cells. With one hand keeping the glans penis stretched, from the ventral side of the glans penis, the other hand aims the needle to the superficial epithelial spine layer and keeps the bevel parallel with the glans axis so that the needle does not penetrate the glans. Cells are slowly injected with the formation of a small bump at the injection site as the indication of successful injection.

### Radical prostatectomy

Anesthetized mouse is placed on its back with arms and legs extended. An operating stereomicroscope is used for the entire surgery. Access to the pelvis is via a median abdominal incision (2.5 cm). The prostate ventral lobes and dorsolateral lobes are bluntly separated from the urethra using a cotton swab. The anterior prostate is dissected using the seminal vesicles as landmarks, and the prostate is then detached from the dorsal urethra.

### Surgical castration

The mouse was anesthetized and both testes of the mouse were pushed down into the scrotal sacs, followed by ~1 cm incision through the skin along the midline of the scrotal sac. Then a 5 mm incision was made in the membrane on one side of the midline. The testis was pushed out, dissected away from the fat pad, and removed with scissors. After that, the fat pad was pushed back into the scrotal sac. Repeat above steps for the other testis. Buprenorphine was used for analgesia after all surgical procedures. If it is sham-operation, there is no removal of the testis.

### Prostate orthotopic injection

The mouse was anesthetized and placed on its back with arms and legs extended. The lower abdomen wall of the mouse was wiped with 70% ethanol followed by betadine swab. The prostate anterior lobe was exposed with a low midline abdominal incision about 1 cm, and 30-gauge needle was used to inject of 5 × 10^5^ cells in 50 μl PBS. The prostate was returned to the peritoneum. Buprenorphine was used for analgesia after all surgical procedures.

### Statistics and reproducibility

Data were presented as mean ± standard deviation (SD) unless indicated otherwise. Number of biological samples (n) for the experiments was denoted in figure legends. Results showing representative experiments (such as micrographs) were repeated independently at least three times with similar results. Unless indicated otherwise, two-sided Student’s *t* test assuming two-tailed distributions was used to calculate statistical significance between groups (no assumption was made that variance was similar between the groups that are being statistically compared). *P* < 0.05 was considered statistically significant. Data analysis was assisted with Graphpad Prism version 7, Cytobank 6.3.1, R version 3.3.3, and Ingenuity Pathway Analysis (QIAGEN).

### Reagents and resources

All the reagents and resources used and generated in this study are listed in Supplementary Table 13.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNAseq data generated in the study have been deposited and available for public access in the Gene Expression Omnibus (GEO) database under the accession code GSE130052. The GSE57955 data referenced during the study are available in a public repository from the GEO website. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Effective combinatorial immunotherapy for penile squamous cell carcinoma
**Source:** Nat Commun. 2020 May 1;11:2124. doi: 10.1038/s41467-020-15980-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Effective Combinatorial Immunotherapy for Penile Squamous Cell Carcinoma**

Tianhe Huang, Xi Cheng, Jad Chahoud, Ahmed Sarhan, Pheroze Tamboli, Priya Rao, Ming Guo, Ganiraju Manyam, Li Zhang, Yu Xiang, Leng Han, Xiaoying Shang, Pingna Deng, Yanting Luo, Xuemin Lu, Shan Feng, Magaly Martinez Ferrer, Y. Alan Wang, Ronald A. DePinho, Curtis A. Pettaway, Xin Lu

Supplementary Figure 1 ~ 7

Supplementary Table 1 ~ 13

## SUPPLEMENTAL FIGURES

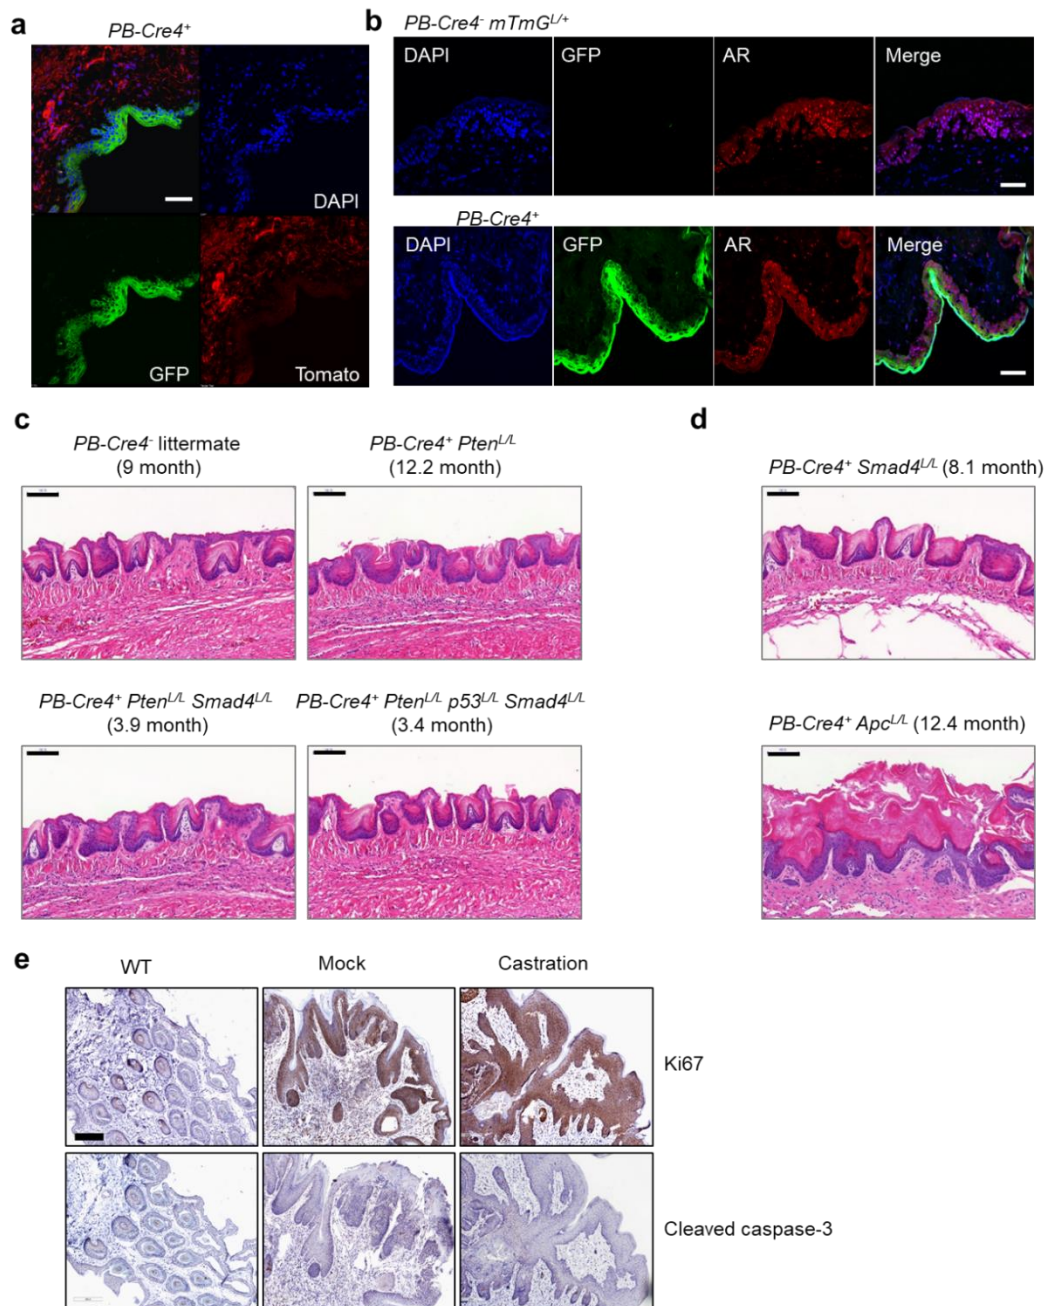

**Supplementary Figure 1.** Ar expression in mouse penis and penile histology of mouse models. **(a)** GFP signals in penile epithelium because of Cre-mediated recombination of the mTmG allele in *PB-Cre4<sup>+</sup> mTmG<sup>L/+</sup>* mice, detected by fluorescence imaging of freshly sectioned mouse penis. Scale bar 50  $\mu$ m. **(b)** Nuclear Ar expression in GFP<sup>+</sup> penile squamous epithelial cells in *PB-Cre4<sup>+</sup> mTmG<sup>L/+</sup>* mice, detected by fluorescence co-staining and confocal microscopy. Scale bar 50  $\mu$ m. **(c-d)** H&E stain of the penile epithelium of mice with indicated genotypes and ages. Scale bar 100  $\mu$ m. **(e)** Representative IHC images for Ki67 and cleaved caspase-3 for the penile tumors from SA males 4 weeks post-surgery or WT control (n = 6). Scale bar 200  $\mu$ m.

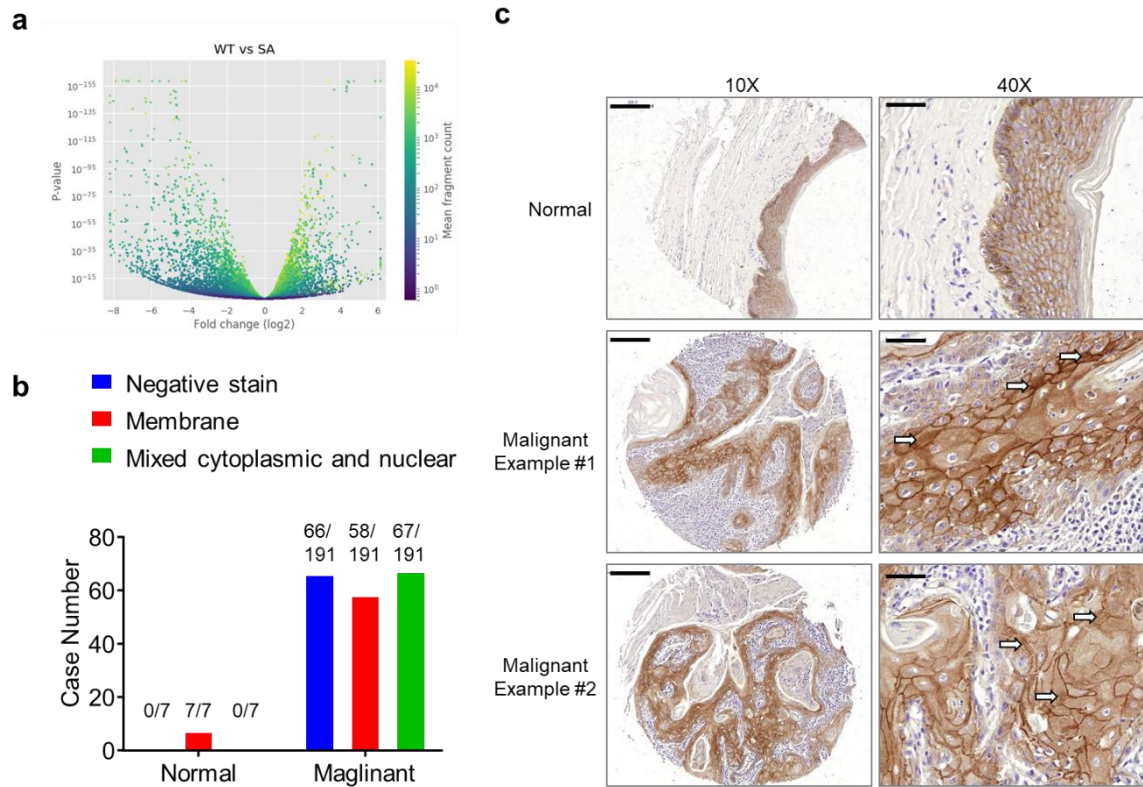

**Supplementary Figure 2.** Differential gene expression in mouse PSCC and  $\beta$ -catenin expression in human PSCC. **(a)** Volcano plot showing significantly up- and down-regulated genes in SA tumors compared with WT penises. **(b-c)** Quantification and representative images of  $\beta$ -catenin IHC stain of two combined tissue arrays of penile cancer, PE241 (normal 4, PSCC 20) and PE2081 (normal 3, PSCC 174). Both tissue arrays were purchased from US Biomax, Inc. Arrows indicate mixed cytoplasmic and nuclear localization of  $\beta$ -catenin. Scale bars 200  $\mu$ m (for 10X) and 50  $\mu$ m (for 40X).

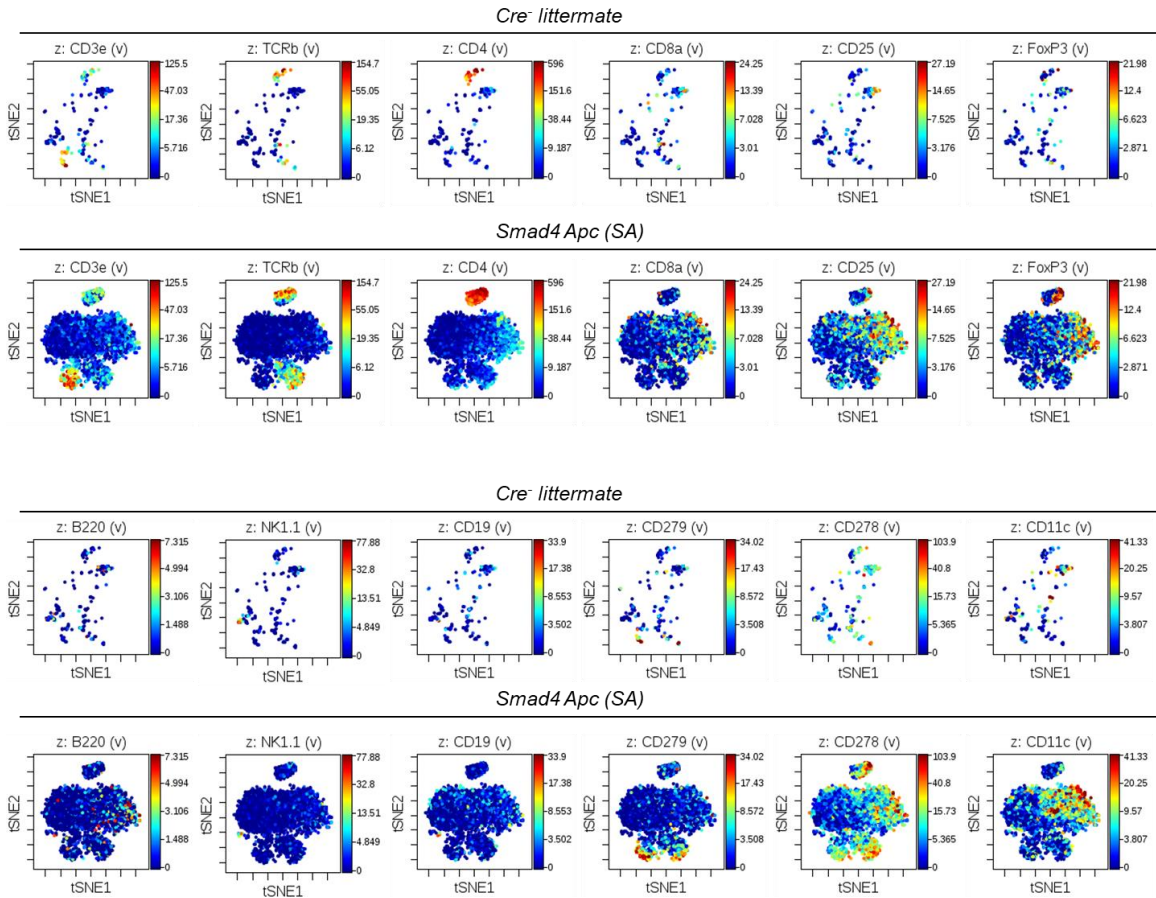

**Supplementary Figure 3.** Representative viSNE plots for normal and cancerous mouse penis. Dot plots are colored by the intensity of the channels shown on the top of each plot.

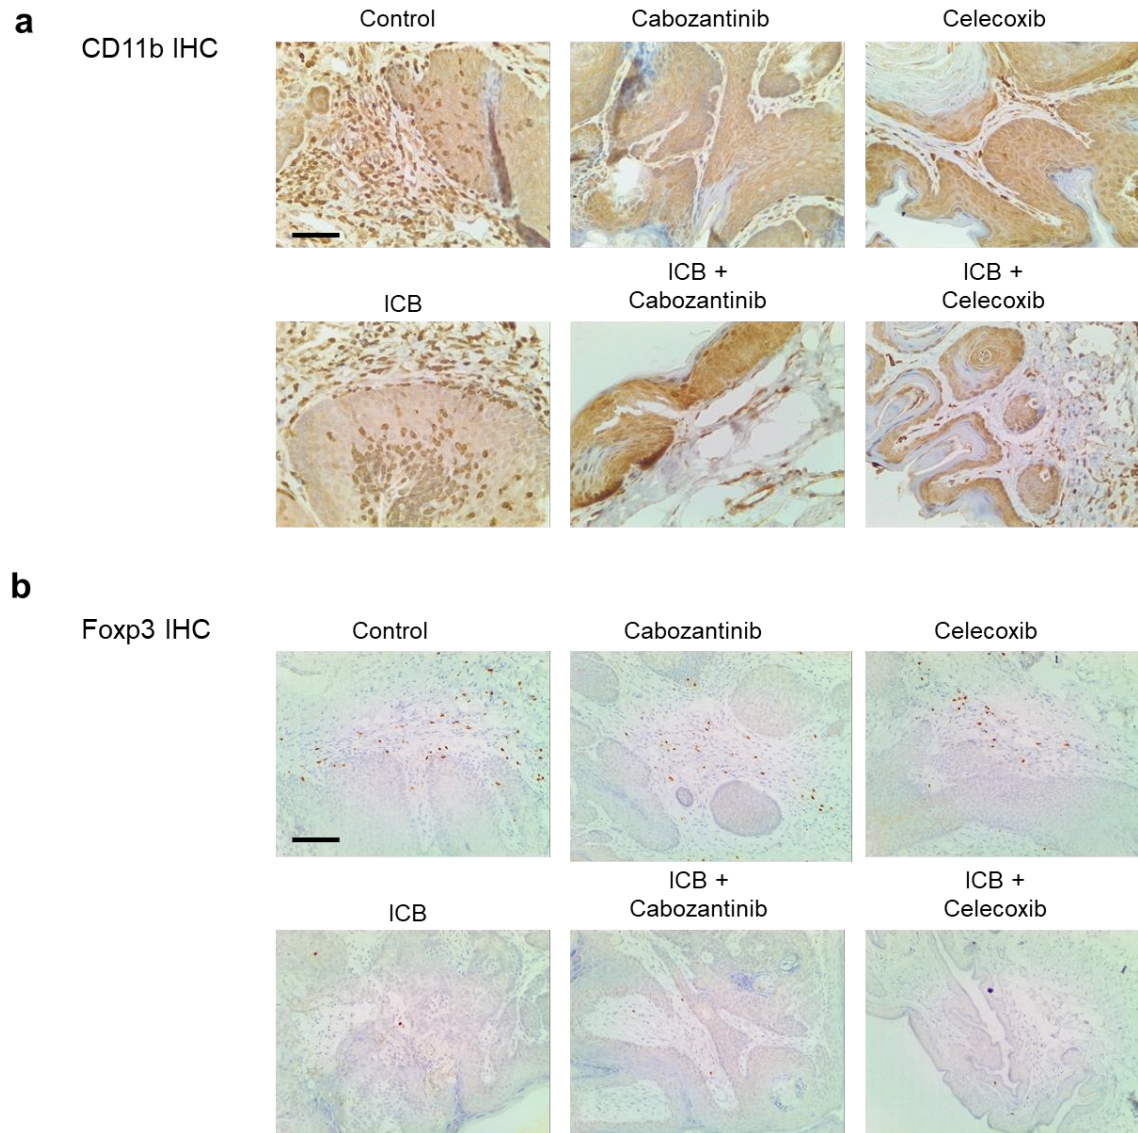

**Supplementary Figure 4.** Representative IHC images for combination therapy. **(a)** Representative IHC images of CD11b. Scale bar 50  $\mu$ m. **(b)** Representative IHC images of Foxp3. Scale bar 100  $\mu$ m.

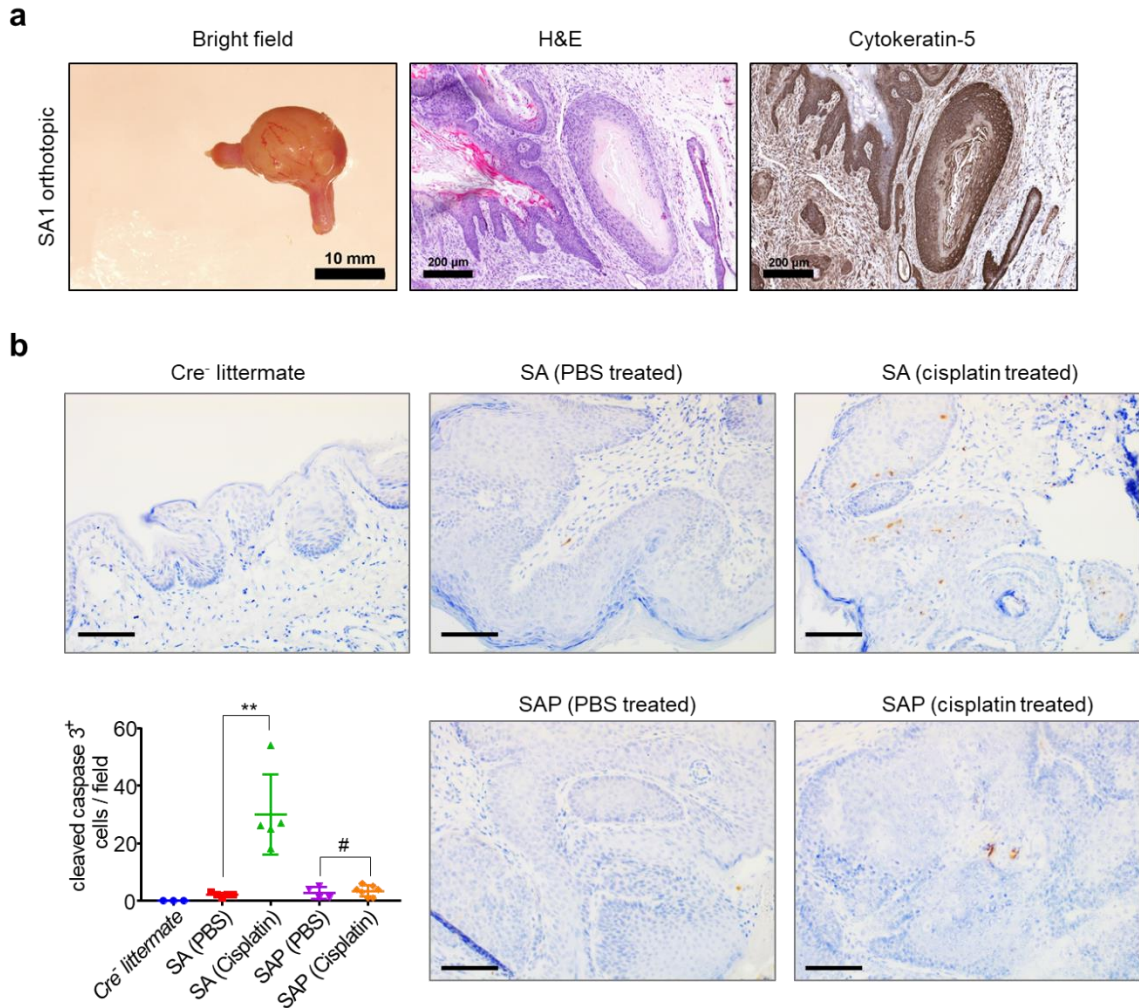

**Supplementary Figure 5.** Distinct apoptosis phenotype of SA and SAP tumors in response to cisplatin. **(a)** Representative penile tumor formed at Day60 after penile injection of SA1 cells into 6-week *Rag1*<sup>-/-</sup> males ( $n = 5$ ) with H&E staining and IHC of cytokeratin-5. Scale bar 10 mm and 200  $\mu\text{m}$ . **(b)** Representative IHC images and quantification of cleaved caspase-3-positive apoptotic cells per field of PBS treated or cisplatin treated penile tumors. Tumors were harvested at the endpoint of the cisplatin experiment from SA or SAP tumors ( $n = 3, 5, 5, 4$ , and 7 independent IHC images for the groups in order). Scale bar 100  $\mu\text{m}$ . Data represent mean  $\pm$  SD. # $P > 0.05$ , \*\* $P < 0.01$ , two-sided Student's  $t$  test.

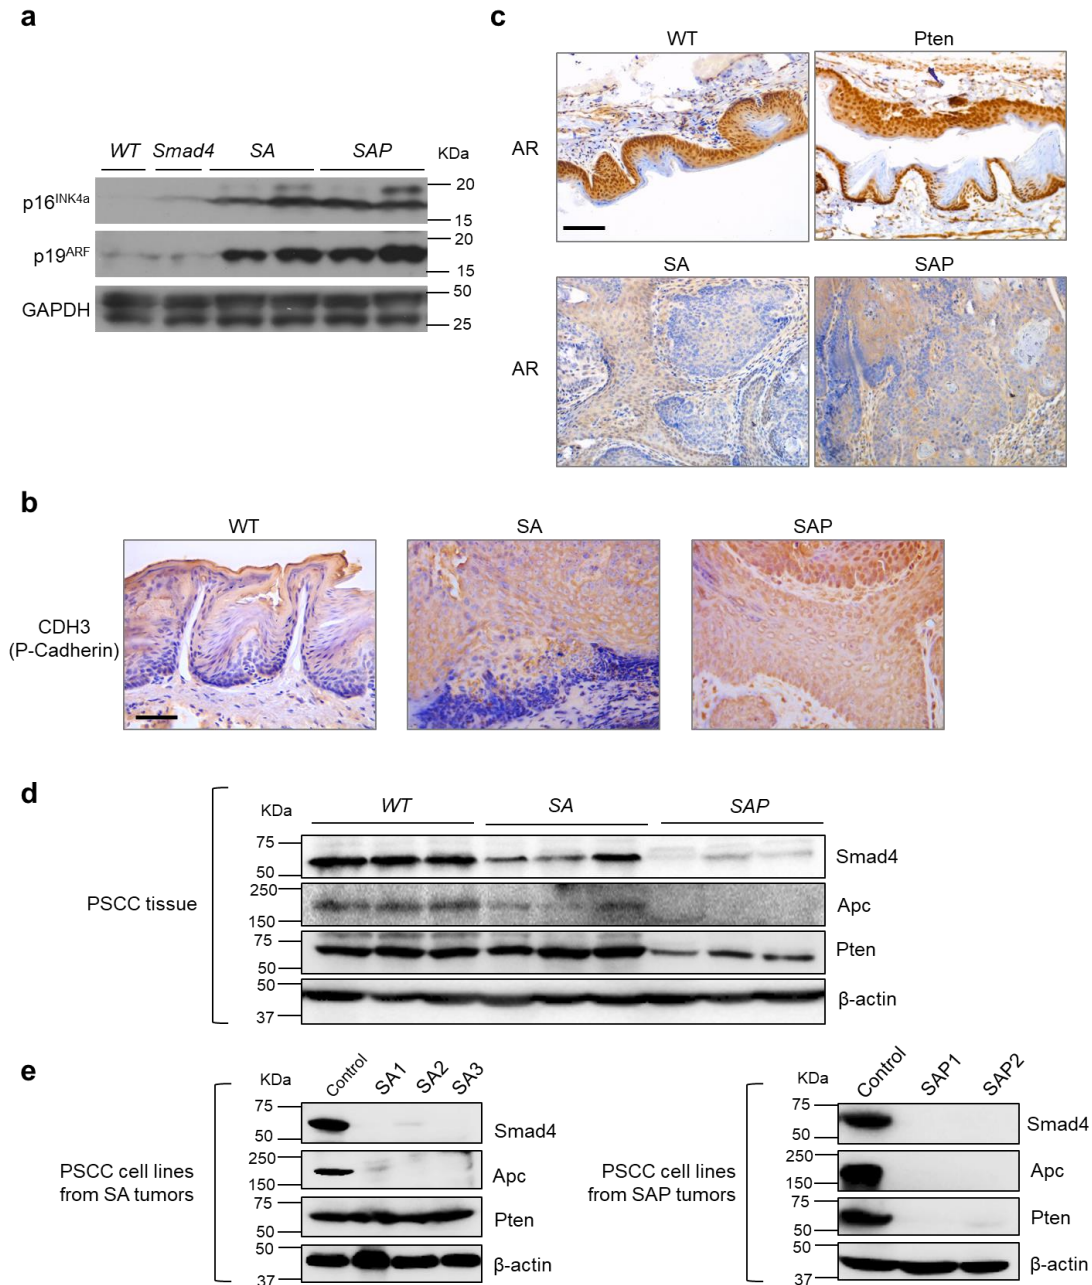

**Supplementary Figure 6.** Expression validation for upregulated and downregulated proteins in mouse PSCC. **(a)** Western blot showing the upregulation of p16<sup>INK4a</sup> and p19<sup>ARF</sup> in SA and SAP tumors compared with normal penises from WT or *PB-Cre4<sup>+</sup> Smad4<sup>L/L</sup>* mice (n = 3 for SA and SAP tumors). **(b)** Representative IHC images of CDH3 (P-Cadherin). Scale bar 50 μm. **(c)** Representative IHC images of AR. Scale bar 100 μm. **(d)** Expression level of Smad4, Apc and Pten in wild type (WT) penis, SA tumor and SAP tumors, detected by western blot (n = 3). **(e)** Expression level of Smad4, Apc and Pten in wild type penis tissue (control), 3 SA cell lines and 2 SAP cell lines, detected by western blot (n = 3).

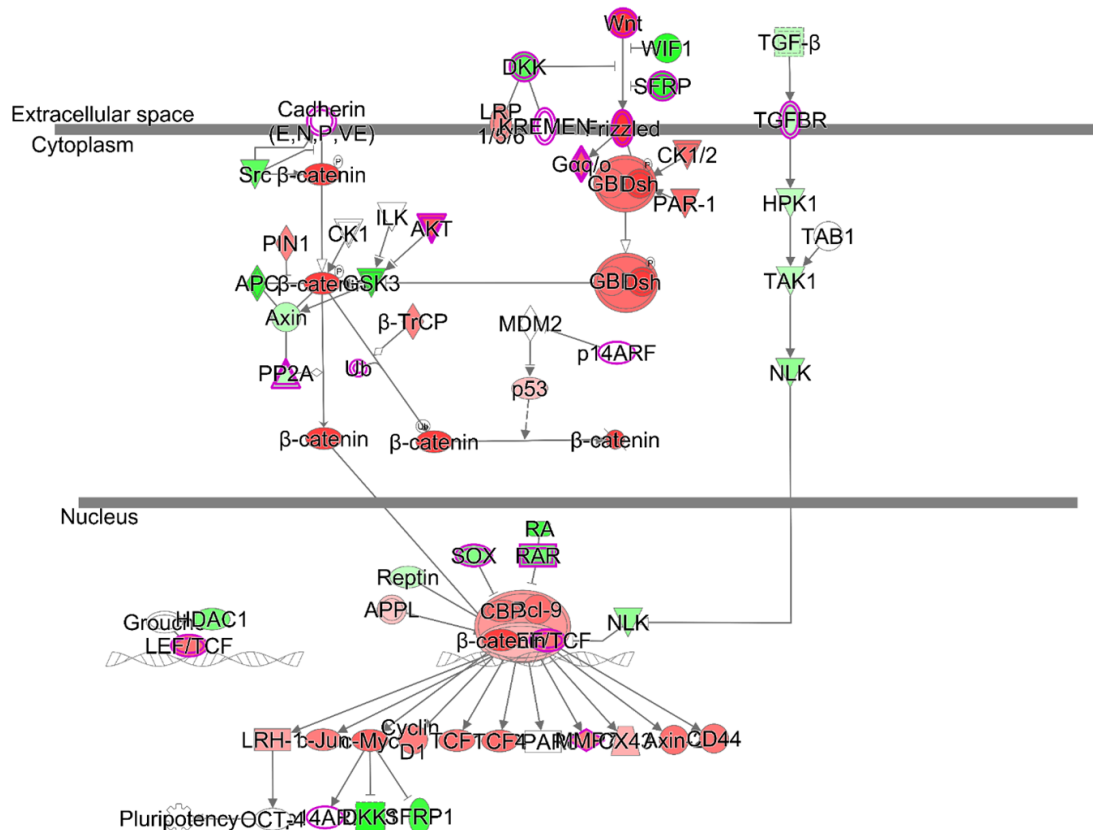

**Supplementary Figure 7.** Activated Wnt/β-catenin signaling in human penile cancer. Wnt/β-catenin signaling was identified as an activated pathway in human penile cancer compared with normal glans, based on IPA analysis of the transcriptome dataset GSE57955 (Kuasne et al., 2015). Red and green colors denote up- and down-regulated genes, respectively. Enrichment z-score = 1.3, P value = 0.00102.

## SUPPLEMENTARY TABLES

**Supplementary Table 1.** Clinical and histological information of 8 archived PSCC samples at MD Anderson Cancer Center.

**Supplementary Table 2.** Differentially expressed genes between wild type penis and SA penile tumors. To reduce the size of the table, only genes with log2 (fold change) >6 or <-6 are shown. *P*-values obtained after multiple binomial tests were corrected and adjusted using BH method.

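Supplementary Table 2 lists genes with DESeq2 statistics and mean normalized counts of each group. Of its 233 symbols, 227 are among the symbols of the deposited counts, and 223 were tested. In edgeR's test, 220 of these were past both thresholds, and 222 had the direction that the table gives. The exception was Krt82, a hair keratin gene, at 4.15 ± 1.90 CPM in SA tumors and 8.87 ± 1.33 in WT penises (SD, n = 3 each).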

**Supplementary Table 3.** Enriched canonical pathways in SA tumors relative to normal penis by IPA. *P* values by Right-Tailed Fisher's Exact Test.

**Supplementary Table 4.** Examples of significantly enriched pathways with genes in SA tumors compared with normal penis. *P*-values obtained after multiple binomial tests were corrected and adjusted using BH method.

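Each gene of Supplementary Table 4 is listed with a fold change and an adjusted p-value under 1 of 5 pathways. The corresponding log2 fold changes from the deposited counts had a median of 5.08 over the 50 tested genes that the table gives as upregulated, and of -2.66 over the 9 that it gives as downregulated. All 59 genes had the direction of the table.

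**Figure D6:**
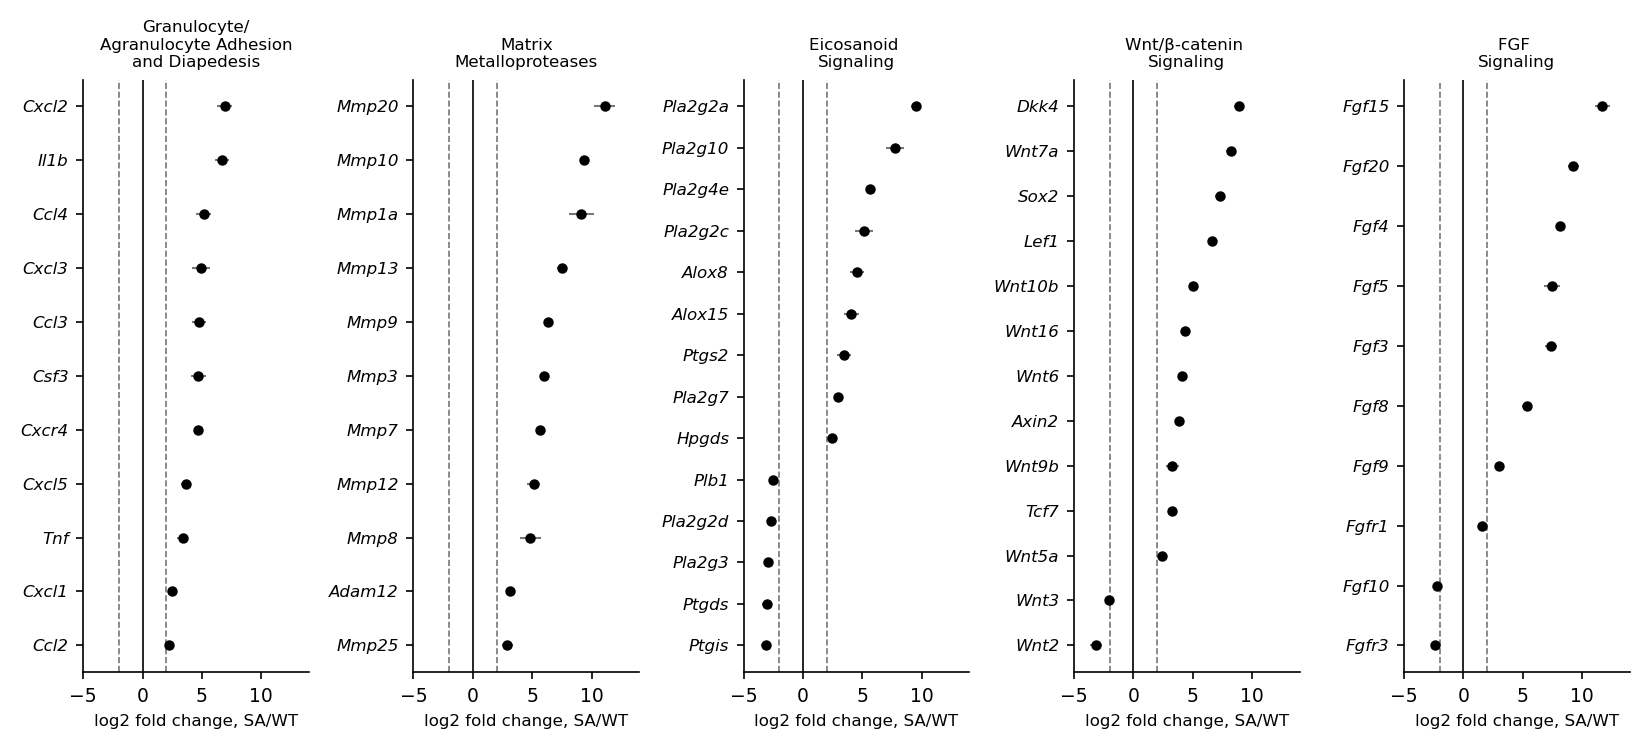
Log2 fold change of SA tumors against WT penises, with its standard error, for the 59 tested genes of Supplementary Table 4 in each pathway. Solid lines mark 0 and dashed lines mark -2 and 2. Only Fgfr1, at 1.52, lies between the dashed lines.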

**Supplementary Table 5.** Regulator effects identified by IPA by comparing SA tumors compared with normal penis. Top 50 lines are shown.

**Supplementary Table 6.** Upstream Regulators identified by IPA by comparing transcriptome of SA tumors with normal penis. Top 50 are shown. *P* values by Right-Tailed Fisher's Exact Test.

**Supplementary Table 7.** Average of normalized RPPA values for mouse penile tumors of different genotypes and treatments.

**Supplementary Table 8.** RPPA protein list for Venn diagram showing the overlap of SA vs. WT and SAP vs. WT proteomics. *P* values by two-sided Student's *t* test on normalized RPPA signals of WT (n = 5), SA (n = 8) and SAP (n = 4) samples.

**Supplementary Table 9.** Summary of IC50 for the inhibitor screen on SA1 and SAP1 cell lines.

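The 2 groups of genes in Supplementary Table 10 are of equal size, 86 higher and 86 lower in human penile cancer. In the SA samples, 81 and 75 of them could be tested. The symbol CHRD1 was left unmatched. The other genes that were not tested had too few counts in the mouse samples. The log2 fold changes that the table gives for SA tumors and those computed from the deposited counts had the same sign for 155 of 156 genes, with a median absolute difference of 0.02. The exception was Hspb2, whose log2 fold change here was 0.19 (standard error 0.291, adjusted p = 0.611).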

**Supplementary Table 10.** List of upregulated and downregulated genes in human penile cancer relative to normal glan tissues (dataset from GSE57955), with their normalized expression values of homologous genes in SA and SAP tumors compared with wild type mouse penis.

**Supplementary Table 11.** Enriched canonical pathways in human penile cancer samples relative to normal glans by IPA analysis of dataset GSE57955. *P* values by Right-Tailed Fisher's Exact Test.

**Supplementary Table 12.** Upstream Regulators identified by IPA by comparing transcriptome of human penile tumors compared with normal glans. Top 50 are shown. *P* values by Right-Tailed Fisher's Exact Test.

**Supplementary Table 13.** Reagents and resources used and generated in the study.

#### Biological Samples

#### Chemicals, Peptides, and Recombinant Proteins

# Supplementary material for: Effective combinatorial immunotherapy for penile squamous cell carcinoma
**Source:** Nat Commun. 2020 May 1;11:2124. doi: 10.1038/s41467-020-15980-9
**Supplement:** Supplementary file 3 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis Graphpad Prism version 7, Cytobank 6.3.1, R version 3.3.3, and Ingenuity Pathway Analysis (QIAGEN)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNAseq data generated in the study have been deposited and available for public access in the Gene Expression Omnibus (GEO) database under the accession code GSE130052 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130052>]. The GSE57955 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57955>] data referenced during the study are available in a public repository from the GEO website. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen based on our previous experience with similar type of experiments (PMID: 26701088; PMID: 28321130; ). Calculations were based on expected standard deviation and mean in groups and expected alpha 0.05 with power 0.8.                                                                                                                                                                                                                                                                                                      |
| Data exclusions | No data was excluded for in vitro experiments. For animal experiments, if a mouse died due to other condition than tumor burden, it was excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | As reported in the figure legends and the Statistics and reproducibility section of Methods, the findings were generated with sufficient biological replicates.                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | For all in vivo experiments, animals were randomly assigned into a treatment group after detection of tumor formation. The starting tumor burden in the treatment and control groups was similar before treatment. For in vitro experiments such as western blot and immunohistochemistry, samples are allocated to experimental groups based on the nature of the samples. Samples of the same group were randomized during experiments as much as possible, e.g. the order of loading to the gel, the order of staining, the order of microscopy. |
| Blinding        | Blinding was not always possible for animal experiments, due to the fact that the main investigators were aware of the design. However, when technicians performed the drug treatment experiments in animal studies, blinding was practiced. This same principle applies to experiments other than animal experiments. For example, the technician was given samples to run western blot with only sample IDs but not the information on the animal groups which the samples were extracted from.                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

## Antibodies

Antibodies used

The list of antibodies used can be found in Supplementary Table 13. Also listed below:

Rabbit polyclonal anti-AR Millipore 06-680  
 Rabbit monoclonal anti-β-Catenin Cell Signaling Technology 8480  
 Rabbit monoclonal anti-SOX2 Cell Signaling Technology 14962  
 Rabbit monoclonal anti-COX2 Cell Signaling Technology 12282  
 Rabbit monoclonal anti-Cyclin D1 Cell Signaling Technology 2978  
 Rabbit monoclonal anti-phospho-Rb (Ser780) Cell Signaling Technology 8180  
 Rabbit monoclonal anti-GAPDH Cell Signaling Technology 5174  
 Rabbit monoclonal anti-Ki67 ThermoFisher RM9106S1  
 Rabbit polyclonal anti-Ki67 abcam ab833  
 Rabbit monoclonal anti-Cleaved Caspase-3 (Asp175) Cell Signaling Technology 9661  
 Rat monoclonal anti-Mouse CD16/CD32 (Mouse Fc Block), Clone 2.4G2 BD Biosciences 553141  
 CD3e Monoclonal Antibody (145-2C11), Functional Grade eBioscience 16-0031  
 CD28 Monoclonal Antibody (37.51), Functional Grade eBioscience 16-0281  
 Rabbit monoclonal anti-CD11b abcam ab133357  
 Rabbit monoclonal anti-Ly6G (clone 1A8) BioLegend 127602  
 Rabbit monoclonal anti-FoxP3 Cell Signaling Technology 12653

Rabbit monoclonal anti-p-Akt (Ser473) Cell Signaling Technology 4060  
 Mouse monoclonal anti-Akt (pan) Cell Signaling Technology 2920  
 Rabbit monoclonal anti-FoxP3 Cell Signaling Technology 12653  
 Goat polyclonal anti-CDH3 R&D Systems AF761  
 Rabbit polyclonal anti-p16INK4a Santa Cruz Biotechnology sc-1207  
 Rabbit polyclonal anti-p19ARF abcam ab80  
 Rabbit polyclonal anti-p-HER2 (Tyr1248) Cell Signaling Technology 2247  
 Rabbit monoclonal anti-p-HER2 (Tyr1221/1222) Cell Signalling Technology 2243  
 Rabbit monoclonal anti-HER2 Cell Signalling Technology 2165  
 Rabbit polyclonal anti-CD3e DAKO A0452  
 Mouse monoclonal anti-CD8a (clone C8/144B) BioLegend 372902  
 Mouse monoclonal anti-CD68 (clone KP1) ThermoFisher MS397P  
 Rabbit monoclonal anti-PD-L1 Cell Signaling Technology 13684  
 Rabbit polyclonal anti-cytokeratin 5 Biolegend PRB-160P  
 Rabbit monoclonal anti-SMAD4 Cell Signaling Technology 46535  
 Rabbit polyclonal anti-APC Santa Cruz Biotechnology sc-896  
 Rabbit monoclonal anti-PTEN Cell Signaling Technology 9559  
 Mouse monoclonal  $\beta$ -actin Santa Cruz Biotechnology sc-47778  
 139La, anti-FAK, clone D2R2E Cell Signaling Technology 13009BF  
 141Pr, anti-Gr-1, clone RB6-8C5 Fluidigm 3141005B  
 142Nd, anti-CD11c, Polyclonal Fluidigm 3142003B  
 143Nd, anti-IL-5, clone TRFK5 Fluidigm 3143003B  
 144Nd, anti-IL-2, clone JES6-5H4 Fluidigm 3144002B  
 145Nd, anti-CD69, clone H1.2F3 Fluidigm 3145005B  
 146Nd, anti-CD8a, clone 53-6.7 Fluidigm 3146003B  
 147Sm, anti-CD45, clone 30-F11 Fluidigm 3147003B  
 148Nd, anti-CD11b, clone M1/70 Fluidigm 3148003B  
 149Sm, anti-CD19, clone 6D5 Fluidigm 3149002B  
 150Nd, anti-CD25, clone 3C7 Fluidigm 3150002B  
 151Eu, anti-CD133, clone 315-2C11 BioLegend 141202  
 152Sm, anti-CD3e, clone 145-2C11 Fluidigm 3152004B  
 153Eu, anti-p-JNK, p-SAPK, p-MAPK8/9, clone N9-66 BD Biosciences 562480  
 154Sm, anti-LKB1, clone D60C5 Cell Signaling Technology 3047BF  
 155Gd, anti-ICOS, clone C398.4A BioLegend 313502  
 156Gd, anti-CD34, clone MEC14.7 BioLegend 119302  
 158Gd, anti-Foxp3, clone FJK-16s Fluidigm 3158003A  
 159Tb, anti-p-AKT, clone M89-61 BD Biosciences 560397  
 160Gd, anti-CD62L, clone MEL-14 Fluidigm 3160008B  
 161Dy, anti-PD-1, clone RMP1-14 BioLegend 114102  
 162Dy, anti-Ter119, clone TER-119 Fluidigm 3162003B  
 163Dy, anti-CTLA-4, clone 9H10 BioLegend 106202  
 164Dy, anti-p-mTOR, clone D9C2 Cell Signaling Technology 5536BF  
 165Ho, anti-CD31, clone 390 Fluidigm 3165013B  
 166Er, anti-IL-4, clone 11B11 Fluidigm 3166003B  
 167Er, anti-IL-6, clone MP5-20F3 Fluidigm 3167003B  
 169Tm, anti-TCRbeta, clone H57-597 Fluidigm 3169002B  
 170Er, anti-NK1.1, clone PK136 Fluidigm 3170002B  
 171Yb, anti-CD44, clone IM7 Fluidigm 3171003B  
 172Yb, anti-CD4, clone RM4-5 Fluidigm 3172003B  
 173Yb, anti-F4/80, clone BM8 BioLegend 123102  
 174Yb, anti-CD326, clone G8.8 BioLegend 118201  
 175Lu, anti-p-S6, clone N7-548 Fluidigm 3175009A  
 176Yb, anti-B220, clone RA3-6B2 Fluidigm 3176002B

#### Validation

There are two sources of validation.

- 1) For CyTOF antibodies, we validated their use in our previous publication (PMID: 26701088). These antibodies were provided to us as part of the facility service from the antibody bank of the Flow Cytometry and Cellular Imaging Core Facility at MD Anderson Cancer Center (<https://www.mdanderson.org/research/research-resources/core-facilities/flow-cytometry-and-cellular-imaging-core-facility.html>). They have independent validation for their bank antibodies.
- 2) For the other antibodies, we purchased them from reputable commercial vendors (e.g. CST, Abcam) based on either prior literature use of the antibodies or the validation information associated with the datasheet. We typically identified which antibodies to purchase based on the highest independent usage reports in the literature using the online antibody search engine [benchsci.com](http://benchsci.com)

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

Murine penile cancer cell line SA1 and SAP1 were derived from established penile tumors of SA and SAP mice, respectively. Lentivirus packaging cell line 293T was purchased originally from ATCC (CRL-3216).

#### Authentication

These newly established murine cell lines were cultured independently of any other cell cultures. They were not authenticated. The lentivirus packaging cell line 293T was a tool cell line, and it was not subject to further authentication

procedure after the initial purchase, although we constantly monitored and ensured that the morphology of the cells under microscope was consistent with ATCC posted image (<https://www.atcc.org/~media/Attachments/3/1/D/7/CRL-3216%20Low.ashx>).

#### Mycoplasma contamination

All cell lines in our laboratory are routinely tested for mycoplasma contamination using PCR-based methods and cells used in this study were negative for mycoplasma.

#### Commonly misidentified lines (See [ICLAC](#) register)

No cell line used in the paper is listed in ICLAC database.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

C57BL/6 males and Rag1 knockout males at 6 weeks old were purchased from Jackson Laboratories (stock# 000664 and 003145, respectively). NCr nude males at 6 weeks old were purchased from Taconic (NCRNU-M). Genetic alleles PB-Cre4, PtenL/L, Smad4L/L, mTmGL/L and Apcl/L were recently described in our studies. These alleles were bred to form SA and SAP colonies, from which males of the SA or SAP genotype and indicated ages in the figures and figure legends were used for experiments. The mice were maintained in 12hr/12hr light/dark with an ambient temperature of 72F and humidity of 35%.

#### Wild animals

Not used

#### Field-collected samples

Not used

#### Ethics oversight

All animal works performed in this study were approved by The University of Texas MD Anderson Cancer Center Institutional Animal Care and Use Committee and The University of Notre Dame Institutional Animal Care and Use Committee. All animals were maintained in pathogen-free conditions and cared for in accordance with the International Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) policies and certification.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

The eight patient specimen cohort (see Supplementary Table 1) was retrieved from banked archival tissue specimens among patients who had previously consented to have their incidental specimens banked for future research at the University of Texas M.D. Anderson Cancer Center utilizing an approved protocol. Specific blocks were selected based upon the abundance of tissue for additional studies (i.e., usually tumors greater than 1 cm in size) and the patients were further characterized with respect to age, clinical stage, grade, histology, type of surgery, and Human papillomavirus status.

#### Recruitment

Specific blocks were selected based upon the abundance of tissue for additional studies (i.e., usually tumors greater than 1 cm in size) and the patients were further characterized with respect to age, clinical stage, grade, histology, type of surgery, and Human papillomavirus status. There was no bias in terms of selecting the samples that is expected to impact the results presented in the manuscript.

#### Ethics oversight

De-identified specimens were provided to the research team under an institutional protocol (PA15-0138) for further characterization under waiver of consent.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

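Penile tumors of 3 SA mice and penile epithelium of 3 WT mice, all 5 months old, were measured by RNA sequencing. The authors aligned reads to mm10 with Tophat and counted them with HTSeq. The files that the authors deposited give raw counts, without normalization, for RefSeq transcripts with their gene symbols. FPKM and TPM values were also deposited by the authors, who derived them from the same counts. These were checked against the counts and not used in any test. TPM values sum to 1e+06 in every sample.

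The methods state that counts were summarized per gene, and the deposited rows are transcripts. Of the 24063 symbols, 4914 have more than 1 transcript row. Reads that fit several transcripts were counted in each, and the sum over all rows was 1.45 to 1.48 times the sum over the gene rows used here. The transcript with the highest mean count over the 6 samples represented its gene. The gene rows of a sample held between 23828283 and 110509147 counts. The smallest level that this depth can show, taken as 3 counts, was between 0.0244 and 0.137 CPM. This covers counting error only.

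Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr, with its minimum of 10 counts scaled to the median library (0.380 CPM) in at least 3 samples and a total of at least 15 counts, which left 16336 genes. Library sizes were normalized by TMM. Dispersions and the quasi-likelihood model were fitted with the robust option, and SA tumors were compared with WT penises by the quasi-likelihood F-test with Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p-value under 0.01 and a log2 fold change of at least 2 in size. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values were normalized by TMM, and log values were computed with a prior count of 2. The replicate numbers of the labels were not treated as pairs, since the methods describe none. The residuals of samples with the same number had a mean correlation across genes of -0.07, and those of samples with different numbers of 0.03. A model with the replicate number as a block was an alternative.

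Sets of marker genes were compared by camera of limma 3.58.1, with an inter-gene correlation of 0.01 and a threshold of 0.05 on the adjusted p-value. The gene lists were written before the counts were examined. The lists for tissue composition were written after Supplementary Table 2 had been read. Genes of Supplementary Table 10 were matched to mouse symbols by name without regard to case, and a threshold of 0.05 on the adjusted p-value was used for them. Samples were also compared by distances, average-linkage clustering and principal components of log2 CPM.

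Genes are named by a rule set before the counts were examined. They are the genes that the paper names at the RNA level in its results, Fig. 2f, Fig. 7b or Supplementary Table 4, the genes of the marker sets, Smad4, Apc and Ctnnb1, and the 5 genes with the largest change in each direction among those past the thresholds, with the same direction in all 9 pairs of samples and a mean of at least 100 counts. Some genes that the rule covers are not reported here. The network of Fig. 2b was read by eye. Krt82 and Hspb2 are named outside that use, because their direction differed from a supplementary table. The rule as given also does not cover Ddx3y, the strain-informative genes Nnt, Wdfy1, Glo1 and H2-Ea, or genes that the paper measures only as proteins.

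The methods were tested on simulated data made from the spread of these samples, with 200 genes changed by a log2 fold change of 3. Of the 196 changed genes that passed the filter, edgeR recovered 188 (95.9%) at the thresholds and called 0 unchanged genes. At the adjusted p-value alone, 3 unchanged genes passed. DESeq2, which tested all 200 changed genes, recovered 195 (97.5%) and called 1 unchanged gene, and with its beta prior it recovered 130 (65%) and called 0. At the adjusted p-value alone, 27 unchanged genes passed in each of the 2. Of 50 sets of unchanged genes, camera called 0. The simulated genes were drawn independently of each other, and far fewer were changed than differed in the data. That result therefore does not show how often camera miscalls sets of genes that vary together, such as markers of 1 cell type.

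The alternatives were DESeq2 1.42.0 with and without its beta prior, limma-voom, 4 other scalings (RLE, upper quartile, library totals only, and TMM with the 50 highest genes left out), no filter on low counts, a filter at a mean of 50 counts, edgeR's glmTreat, the replicate block, and each sample left out in turn. For the gene sets, a comparison with 10000 random sets of genes of similar counts, drawn within 50 bins, was added, and the genes of Supplementary Tables 2 and 4 were left out. The sum of a gene's transcript rows, its first listed row, and a test of every transcript row were added after the files had been seen. DESeq2 is the tool that the paper names. It was run as an alternative here, because edgeR was set as the tool for counts before the data were examined.

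SAP tumors, the human data, protein measurements and mass cytometry were not analysed here. Pathway and regulator calculations of IPA were not repeated, because its knowledge base was not at hand. Genomic positions are those of the RefSeq annotation of the same build.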

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

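Every choice of gene list, threshold and alternative named below was made before the data were examined, except where stated. The tests on inner root sheath genes that are not keratins, on the simple epithelium keratins and on Apc were chosen only after the result was seen. The lists of inner root sheath genes and of simple epithelium keratins were written after Supplementary Table 2, which gives results of the same samples, had been read. It lists 10 of the 11 and 2 of the 5 genes, so the p-values of these 2 sets are descriptive and do not test a prior list.

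Genes of the hair inner root sheath rose in SA tumors, and the paper does not discuss them, although Supplementary Table 2 lists several. All 11 genes of the list were upregulated past both thresholds, each in 9 of 9 pairs of samples, and Krt72 missed the thresholds in 3 of the 6 fits that left out a sample. Their median log2 fold change was 8.46 (adjusted p = 3.30e-10, camera), between 7.84 and 8.82 when each sample was left out, and between 8.46 and 8.74 under 4 other scalings. Krt73 rose from 1.31 ± 0.515 to 479 ± 215 CPM and Tchh from 19.5 ± 2.98 to 1681 ± 595 (SD, n = 3 each). Hair from adjoining skin in the tumor samples would also raise the keratins of the hair cortex and cuticle. Their median log2 fold change was -3.64, with 8 of 12 downregulated and 1 upregulated. WT penises express these keratins themselves, for example Krt36 at 2175 ± 437 CPM (SD, n = 3), so their loss could hide hair in the tumor samples and this value does not exclude it. Tchh, Tchhl1 and Padi3, which are not keratins, had a median log2 fold change of 7.74. Reads shared between near-identical keratin genes would not raise these 3 genes, although their rise was already known from Supplementary Table 2. Whether shared reads add to the rise of the keratins themselves cannot be told from this value. A difference between library batches could not be examined, since the labels name none. The pattern cannot be told apart from hair in the tumor samples or from a batch difference. A differentiation program of the inner root sheath in SA tumors may be another, as a hypothesis found on the same 6 samples.

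Keratins of simple epithelia also rose, in tumors of a stratified epithelium, and the paper does not discuss them. Krt8, Krt18, Krt19 and Krt7 were upregulated past both thresholds, and Krt20 rose by a log2 fold change of 1.90 (adjusted p = 0.0275), each in 9 of 9 pairs. The median log2 fold change of the 5 genes was 5.17 (adjusted p = 1.52e-08, camera). Krt18 reached 242 ± 75.9 CPM in SA tumors, against 0.894 ± 0.135 in WT penises (SD, n = 3 each). Without the genes of Supplementary Tables 2 and 4 the median was 4.17 (adjusted p = 0.00159) over Krt19, Krt7 and Krt20. The lowest median under the 4 other scalings was 5.16. A general rise of keratin genes was not seen, since the 46 other keratin genes tested had a median log2 fold change of -0.42, with 17 upregulated and 13 downregulated. That median was negative under each of the 4 other scalings too. Which cells of the tumor samples hold this RNA was not tested, and a difference between library batches could not be examined, so no biological explanation is offered.

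Apc, which is deleted in the penile epithelium of SA mice, had more counts in SA tumors than in WT penises, and the paper does not report its RNA level. It was at 215 ± 33.4 CPM in SA tumors and at 79.6 ± 15.1 in WT penises (SD, n = 3 each), a log2 fold change of 1.43 (standard error 0.168, adjusted p = 0.000185), higher in 9 of 9 pairs and below the fold-change threshold. Under the other scalings the lowest value was 1.43. The 13 tested genes within 500 kb of Apc had a median log2 fold change of 0.17, so that a rise of genes next to Apc was not seen. If a file stood under another sample label, the genotype would not show in every pair of samples. Smad4, the other deleted gene, was lower, and Axin2, Lef1, Nkd1 and Notum were higher in SA tumors, each in 9 of 9 pairs. Counts per transcript cannot show whether the RNA of a deleted allele lacks an exon. No biological explanation was tested for the higher count.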

How the results depend on the processing

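The alternatives were set before the data were examined, apart from the 3 ways of combining transcript rows, which were chosen after the files had been seen. The tests of library size, of dominant genes, of the deepest library and of transcript length and GC content were also set before.

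The numbers of upregulated and downregulated genes stayed within 1.5 times 1537 and 587 under DESeq2 with its beta prior (1683 and 635), DESeq2 without shrinkage (1705 and 654), limma-voom (1488 and 596), the 4 other scalings, both other filters and the replicate block. Scaling by library totals only raised the median log2 fold change of all genes from 0.03 to 0.31 and gave 1793 and 448 genes, and the filter at a mean of 50 counts gave 1180 and 470. With the replicate number as a block the numbers were 1478 and 588, and the residuals of samples with the same number had a mean correlation of -0.07, against 0.03 for different numbers. The sum of transcript rows gave 1550 and 593 genes, the first listed row 1530 and 585, and a test of every transcript row 1567 and 592. Across the 6 fits that each left out a sample, between 1391 and 1614 genes were upregulated and between 529 and 710 downregulated. Between 124 and 269 of the 2124 genes past the thresholds were lost in those fits, and none changed sign.

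The test against the fold-change threshold itself, glmTreat, moved the numbers most. It left 749 upregulated and 180 downregulated genes, 5 genes of the Cox2 network and 33 of the β-catenin network. That test asks for evidence that the true change exceeds the threshold, and its effect on the 58 genes of Supplementary Table 4, of which 39 remained, was within 1.5 times. The 2 counts of human genes fell from 111 and 85 to 35 and 30 under that test at an adjusted p under 0.05, and to 52 and 47 with edgeR's F-test at an adjusted p under 0.01 and the fold-change threshold. Leaving out each sample gave 11 to 16 genes of the Cox2 network, 49 to 53 of the β-catenin network, 55 to 58 of Supplementary Table 4, and 100 to 114 human genes changed, 75 to 90 of them in the human direction.

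Sox2 was past the thresholds in every alternative run, with log2 fold changes from 7.06 to 7.54, and from 7.07 to 7.55 across the fits that each left out a sample. Ptgs2 kept its direction throughout. It was no longer past the threshold without a filter on low counts (log2 fold change 3.41, adjusted p = 0.0105), with the replicate block (3.50, adjusted p = 0.0115) and under glmTreat (3.42, adjusted p = 0.0806). Its log2 fold change ranged from 2.97 to 3.72 across the fits that left out a sample, and 3 of those 6 fits left its adjusted p above 0.01. The cause was not tested.

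Distances between groups were 2.49 times the largest distance within a group, 4.34 times with the 500 most variable genes and 2.36 times after DESeq2's variance-stabilizing transformation, and the clusters matched the groups in all 3.

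Among the immune sets, leukocyte markers passed at the 99.97 percentile of matched random sets, while camera gave an adjusted p of 0.123. Without the first SA tumor, the leukocyte set (1.74) and the T cell set (1.56) passed. Over the fits that left out a sample, the medians ranged from 0.95 to 1.74 for leukocytes, from 4.35 to 5.42 for granulocytes, from 0.50 to 1.64 for T cells, from 0.23 to 1.46 for B cells, from 0.63 to 1.05 for checkpoint markers and from -0.25 to 0.26 for macrophages. The macrophage median, -0.03, turned positive with the upper quartile (0.037) and library totals only (0.26). The skeletal muscle median, 0.23, was -0.76 with the filter at a mean of 50 counts and ranged from -0.057 to 0.81 over the fits that left out a sample. The median of the hair follicle matrix factors was -0.25 without the genes of Supplementary Tables 2 and 4. The cause was not tested for any of these.

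No named gene whose sign changed was past the thresholds in any of these fits. With DESeq2 with its beta prior, the reversed log2 fold changes were Ddx3y -0.00028 and Emr1 -0.019. Under DESeq2 without shrinkage, the reversed log2 fold changes were Ddx3y -0.00028 and Emr1 -0.019. With RLE size factors, the reversed log2 fold change was Emr1 -0.0061. Under the upper quartile, the reversed log2 fold changes were C1qa 0.022, C1qb 0.051 and Foxp3 0.056. With library totals only, the reversed log2 fold changes were C1qa 0.25, C1qb 0.28, C1qc 0.17, Cd68 0.043, Foxp3 0.28 and Tnnt3 0.046. Under the 50 highest genes left out, the reversed log2 fold change was Emr1 -0.0015. With no filter on low counts, the reversed log2 fold changes were Ddx3y -0.00066 and Emr1 -0.0070. Under the filter at a mean of 50 counts, the reversed log2 fold change was Foxp3 0.0054. With the replicate block, the reversed log2 fold changes were Ddx3y -0.0022 and Emr1 -0.060. Under the sum of transcript rows, the reversed log2 fold change was Emr1 -0.0025. Over the fits that left out a sample, the log2 fold changes ranged from -0.22 to 0.26 for C1qa, from -0.23 to 0.26 for C1qb, from -0.35 to 0.19 for C1qc, from -0.062 to 1.09 for Cd4, from -0.31 to 0.57 for Cd79b, from -0.0077 to 0.71 for Csf1r and from -0.15 to 0.18 for Ddx3y. They ranged from -0.048 to 0.22 for Dlx3, from -0.29 to 0.30 for Emr1, from -0.080 to 0.069 for Foxp3, from -0.083 to 1.16 for Klrk1, from -0.046 to 0.43 for Mrc1, from -0.085 to 0.12 for Rb1 and from -0.47 to 0.051 for Tnnt3. The other changes among named genes were 84 that fell below and 12 that rose past the thresholds, and glmTreat accounts for 64 of the 84. Over the fits that left out a sample, 39 fell below, 14 rose past and 25 changed sign.

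Depth was unequal, with the third SA library 4.42 times the median of the others. After every library was thinned to the smallest total, 2113 genes were past the thresholds, against 2124 at full depth. Without the deepest sample there were 2220. Leaving out the 50 highest genes before normalization shifted the median log2 fold change by 0.0020. Transcript length and GC content together explained a share of 0.00234 of the variance of the log2 fold changes. Dkk1, Ccl20 and Cd8a did not pass the filter on low counts, which 2, 2 and 0 of the 6 samples met. For Dkk1 depth was not the reason, since the second SA library, deeper than the first, held 2 counts of it and the first held 45. DESeq2, run without that filter, took Dkk1 past the thresholds with its beta prior (log2 fold change 4.18, adjusted p = 1.91e-05) and without shrinkage (6.18, adjusted p = 0.000154), and edgeR without a filter did not (6.06, adjusted p = 0.0124).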

Differences from the paper's values

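The numbers of upregulated and downregulated genes, the fold changes of Sox2 and Ptgs2 and the number of human genes with a difference were each within 1.5 times the paper's values. A fold change of Supplementary Table 4 is given below when it is more than 1.5 times the paper's value, or the reverse, and the gap exceeds the SD between replicates, or by the ratio alone where a sample has at most 3 counts. By this rule 9 of 59 differed. Alox8 differed by a larger ratio than some of them, 23.4 against the paper's 10.15, but within its SD of 17.5. A log2 fold change of Supplementary Table 2 is given when the gap exceeds the SD between replicates or the signs differ, and 8 of 35 were. An alternative is said to come within range when its value does not differ by the same rule.

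In Supplementary Table 4, the paper's fold change of Mmp20 is 174.5 and the value here was 2189. For Mmp1a the paper's value is 46.87 and the value here was 564. Of the alternatives set before the data were examined, only DESeq2 with its beta prior (164.8 and 48.9) came within range for these 2 genes. For Fgf15 the paper's value is 414.18 and the value here was 3306, and only limma-voom (473) came within range. Mmp20, Mmp1a and Fgf15 had no count in any WT sample. Their fold changes, and the gaps from the paper's values, therefore depend on how a count of 0 is handled. For Fgf5 the paper's value is 85.98 and the value here was 176. DESeq2 with its beta prior (61.2), limma-voom (86.7) and the fit without WT replicate 2 (113) came within range, and the others did not. For Fgf20 the paper's value is 365.48 and the value here was 614. DESeq2 with its beta prior (345) and the fits without SA replicate 1 (505), WT replicate 2 (487) and WT replicate 3 (431) came within range, and the others did not. For Pla2g2a the paper's value is 461.57 and the value here was 729. DESeq2 with its beta prior (415) and the fits without SA replicate 1 (686), SA replicate 2 (691), WT replicate 2 (580) and WT replicate 3 (513) came within range, and the others did not. For Mmp8 the paper's value is 17.95 and the value here was 28.7. DESeq2 with its beta prior (15.4), the replicate block (26.0) and the fits without SA replicate 3 (18.1), WT replicate 2 (17.4) and WT replicate 3 (20.0) came within range, and the others did not. The fit without WT replicate 1 moved further from the paper, to 465 for Mmp8, 1079 for Fgf5, 1585 for Fgf20 and 1885 for Pla2g2a. That sample held most of the few WT counts of these genes, so their fold changes depend on it. For Fgf9 the paper's value is 4.99 and the value here was 7.79. DESeq2 with its beta prior (7.46) and the fits without SA replicate 1 (7.33), WT replicate 2 (7.17) and WT replicate 3 (7.33) came within range, and the others did not. For Fgfr1 the paper's value is 11.71 and the value here was 2.88, and none of the alternatives set before the data were examined came within range.

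In Supplementary Table 2, the paper's log2 fold change of Cdh22 is 9.08 and the value here was 12.18, and only limma-voom (9.31) came within range. For Alpk2 the paper's value is 8.20 and the value here was 11.22, and no alternative came within range. For Cbln1 the paper's value is 8.15 and the value here was 11.14, and only limma-voom (8.35) came within range. For Krt26 the paper's value is 8.06 and the value here was 11.17, and for Defa22 the paper's value is 6.91 and the value here was 10.02. Only DESeq2 with its beta prior (7.30 and 6.43) and limma-voom (7.77 and 6.98) came within range for both. For Cd177 the paper's value is 7.53 and the value here was 8.84, with an SD between replicates of 1.25. DESeq2 with its beta prior (6.98), limma-voom (8.08) and the fits without SA replicate 3 (8.15), WT replicate 2 (8.20) and WT replicate 3 (8.41) came within that SD of the paper's value. The replicate block (8.77) did so by a small margin and left most of the gap, and the others did not. Without WT replicate 1, the only WT sample with a count of Cd177, the value was 11.46. For Defa5 the paper's value is 6.01 and the value here was 7.79, with an SD of 0.0734. No alternative came within it, and DESeq2 without shrinkage (6.43) was the nearest. Cdh22, Alpk2, Cbln1, Krt26, Defa22 and Defa5 had no count in any WT sample. Their log2 fold changes therefore depend on how a count of 0 is handled, and the SD between replicates does not cover that. For Krt82 the paper's value is 6.43 and the value here was -1.13 (adjusted p = 0.0271), lower in SA tumors in 9 of 9 pairs, and no alternative changed that sign.

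The paper counts the human genes that show a difference in SA tumors, and in Supplementary Table 10 that count, 89, equals the number of genes under the threshold with the sign of the human change. Without regard to sign, 116 genes of the table are under it. The corresponding numbers here were 85 and 111, and they were 89 and 116 with DESeq2, with or without its beta prior. The paper lists Il1a and Ccl20 among the genes upregulated in the mouse. Here Il1a had a log2 fold change of 1.40, below the fold-change threshold, and Ccl20 did not pass the filter on low counts. Without that filter, Ccl20 had a log2 fold change of 2.47 by DESeq2 without shrinkage (adjusted p = 0.0405), 1.95 with its beta prior (adjusted p = 0.0381) and 2.42 by edgeR (adjusted p = 0.0604). Fig. 2f shows Tnfsf11 among the changed genes of the Cox2 network, and its adjusted p here was 0.0147.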

Other observations

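Of the tests below, those on the granulocyte markers were chosen only after the result was seen. The lists of muscle, hair cortex and cuticle, and proliferation genes were written after Supplementary Table 2, which gives results of the same samples, had been read, so the p-values of those sets are descriptive. The other tests were set before.

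Every split of the 6 samples into groups of 3 was tested in the same way. There are 10 splits, of which 4, the real one included, part all 3 pairs of samples with the same replicate number, and the other 6 part only 1 pair. For the genes past the thresholds between SA tumors and WT penises, 1 of the 4 splits, the real one, gave as many as 2124. The other 3 gave 0 genes past the thresholds, with 99, 60 and 282 genes at an unadjusted p under 0.05, against 9625 in the real split. The 6 splits that part fewer pairs also gave 0, with 27 to 304 genes at an unadjusted p under 0.05. For the genes of the Cox2 network, of the β-catenin network and of Supplementary Table 4, and for the human penile cancer genes changed and changed in the human direction, 1 of the 4 splits gave as large a number, again the real one. A share of 1 in 4 is the smallest that this comparison can give, so the counts of splits cannot rule out another grouping of the samples. For the immune marker sets past the adjusted p threshold, 4 of the 4 splits gave at least as many as the real one, which gave 1. That number therefore carries no evidence about the groups.

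Granulocyte markers rose more than those of leukocytes in general. The median without S100a8 and S100a9, which keratinocytes can express, was 4.93. Those 2 genes therefore do not account for the rise of the set, which was clear beforehand, since 12 of the 13 markers were past both thresholds. Whether keratinocytes contribute to the rise of S100a8 and S100a9 themselves cannot be told from this value. A rise of all leukocytes alike would give leukocyte markers a similar median, and theirs was 1.45. The difference between the medians of 4.86 and 1.45 was not tested by itself. More granulocytes in the 3 SA tumors may explain the pattern, as a hypothesis. From these counts alone it cannot be told apart from a difference between library batches, which the labels do not name. The paper's mass cytometry, not analysed here, compared SA tumors with penises of littermates without Cre. It reports a much larger share of CD11b+ Gr1+ myeloid cells among the immune cells of the tumors.

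Pla2g2a, with a log2 fold change of 9.51, is disrupted in some laboratory strains, and a strain variant between the SA mice and the WT C57BL/6 mice was considered. The paper's text does not name the background of the SA mice. Of the other strain-informative genes, 0 passed both thresholds. Nnt, Wdfy1 and Glo1 were nevertheless higher in SA tumors, by log2 fold changes of 1.15, 1.03 and 0.87 (adjusted p = 0.000575, 0.00101 and 0.00122), each in 9 of 9 pairs of samples, and H2-Ea could not be tested. A difference of this size could come from a mixed background, so the increase of Pla2g2a cannot be told apart from a strain variant.

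Smooth muscle genes were lower in SA tumors, with a median log2 fold change of -4.15 (adjusted p = 5.29e-07, camera) and 9 of 10 genes downregulated. Myh11 fell from 660.02 ± 116 to 20.4 ± 16.8 CPM (SD, n = 3 each), but it was past the thresholds in only 3 of the 6 fits that left out a sample, and its adjusted p was 0.01195 with the replicate block. Mixed tissue in the WT samples that includes striated muscle would also lower skeletal muscle genes. Their median over 6 genes was 0.23 (adjusted p = 0.709, camera, direction lower), and it was -0.76 with the filter at a mean of 50 counts. The genes were divided. Ckm was downregulated, from 5.56 ± 0.706 to 0.384 ± 0.192 CPM (SD, n = 3 each), Acta1 was lower in 8 of 9 pairs of samples, and Myh1, Mylpf and Actn3 were higher in 9 of 9. The values do not settle whether mixed tissue contributes. Smooth muscle in the WT samples themselves was not tested by another list, and it remains a possible explanation.

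The hair cortex and cuticle keratins fell together with keratin-associated protein genes, of which 29 of 33 were lower and 25 were downregulated under TMM and under each of the 4 other scalings, with a median log2 fold change of -3.82 under TMM. Hoxc13 had a log2 fold change of -3.63 (adjusted p = 1.62e-06) and was lower in 9 of 9 pairs. No explanation was tested for these values.

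Genes that the paper measures as proteins had the following RNA levels. Ccnd1, which encodes cyclin D1, was at 287 ± 22.5 CPM in SA tumors and at 210.4 ± 55.7 in WT penises (SD, n = 3 each), a log2 fold change of 0.45 (adjusted p = 0.0672). Mki67 had a log2 fold change of 0.76 (adjusted p = 0.00572), Cdh3 of 0.97 (adjusted p = 0.000165), Cd274 of 0.43 (adjusted p = 0.222) and Cdkn2a of 7.80 (adjusted p = 2.78e-06). Smad4 had a log2 fold change of -0.77 (adjusted p = 0.00114), from 67.8 ± 5.92 CPM in WT penises to 39.6 ± 5.61 in SA tumors (SD, n = 3 each), lower in 9 of 9 pairs. The median of 10 proliferation genes was 0.66 (adjusted p = 0.1002, camera), at the 99.53 percentile of random sets of genes with similar counts.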
